# Both soluble and cell surface CD137 expressed by Foxp3^+^ CD4 T cells restrain autoimmune diabetes

**DOI:** 10.1084/jem.20252647

**Published:** 2026-07-07

**Authors:** Rabia Nabi, Chien-Wei Lin, Yu Wang, Ashley E. Ciecko, Bardees M. Foda, Yushu Wang, Amber Drewek, Scott M. Lieberman, William M. Ridgway, Yi-Guang Chen

## Abstract

CD137 is expressed in a subset of Foxp3^+^ regulatory CD4 T cells (Tregs), but its immunoregulatory role is not fully defined. Due to alternative splicing that removes the transmembrane domain–encoding exon, CD137 exists in both membrane and soluble forms. We investigated the function of CD137 in Foxp3^+^ Tregs using the NOD mouse model of type 1 diabetes (T1D). Foxp3^+^ Treg–specific deletion of CD137 reduced circulating soluble CD137 and accelerated T1D development, driven by heightened clonal expansion and differentiation of effector T cells in pancreatic islets. CD137 deficiency in Foxp3^+^ Tregs reduced their frequency in islets and impaired their differentiation toward a suppressive phenotype. Restoring soluble CD137 in Foxp3^+^ Tregs lacking its membrane form reduced islet T cell activation and mitigated T1D acceleration without altering the accumulation of suppressive Foxp3^+^ Tregs. Our results indicate that both soluble and membrane forms of CD137 expressed by Foxp3^+^ Tregs are critical for immunoregulation, and they independently restrain T1D development.

## Introduction

CD137 (4-1BB), encoded by *Tnfrsf9*, belongs to the tumor necrosis factor receptor superfamily (TNFRSF) whose members regulate various functions of immune cells (Watts et al., 2025). While CD137 expression is not restricted to T cells, it is a well-known costimulatory molecule upregulated on activated T cells and interacts with CD137 ligand (CD137L) expressed on APCs (Goodwin et al., 1993; Kwon and Weissman, 1989; Shuford et al., 1997). CD137 signaling in CD8 T cells promotes their survival and metabolic fitness and controls their exhaustion during chronic antigen stimulation (Choi et al., 2017; Lee et al., 2002; Menk et al., 2018; Pichler et al., 2023; Sabbagh et al., 2008; Teijeira et al., 2018; Vezys et al., 2011). CD137 is expressed on a subset of Foxp3^+^ regulatory CD4 T cells (Tregs) (Irie et al., 2007; Marson et al., 2007; Zheng et al., 2004). However, the role of CD137 in Foxp3^+^ Tregs is not well defined. Previous studies testing the role of CD137 in Tregs using agonistic anti-CD137 antibodies have led to inconsistent results (Akhmetzyanova et al., 2016; Choi et al., 2004; Elpek et al., 2007; Imianowski et al., 2024; Kim et al., 2012; Zhang et al., 2007; Zheng et al., 2004). However, anti-CD137 stimulation does not reflect physiological conditions. CD137 is also expressed as a soluble protein by Tregs due to alternative splicing that excludes the transmembrane domain–encoding exon (Kachapati et al., 2012; Setareh et al., 1995), and the effect of anti-CD137 on the function of soluble CD137 is not known.

We conducted studies in the past to uncover the functions of CD137 using the NOD mouse model of type 1 diabetes (T1D). NOD mice congenic for the C57BL/10 (B10)-derived *Idd9.3* region on chromosome 4 have increased CD137^+^ Foxp3^+^ Tregs and serum soluble CD137, and are more resistant to T1D when compared to standard NOD mice (Forsberg et al., 2019; Kachapati et al., 2012; Lyons et al., 2000). The different levels of CD137^+^ Foxp3^+^ Tregs and circulating soluble CD137 observed in NOD and NOD.B10-*Idd9.3* mice are controlled by the respective NOD and B10 *Tnfrsf9* alleles within the *Idd9.3* region (Forsberg et al., 2019). Soluble CD137 directly suppresses effector CD4 and CD8 T cells *in vitro* in an APC-independent but CD137L-dependent fashion, and it prevents spontaneous T1D, and ameliorates acute T1D, when injected into NOD mice (Itoh et al., 2019; Kachapati et al., 2013). T cells transiently upregulate *Tnfsf9* (CD137L) upon activation, and soluble CD137 inhibits their mTORC1 signaling pathway possibly through CD137L reverse signaling (Itoh et al., 2019). CD137^+^ Foxp3^+^ Tregs are more suppressive than the CD137^−^ counterpart *in vitro* (Kachapati et al., 2012). Interestingly, CD137 expressed in CD4 and CD8 T cells, respectively, inhibits and promotes T1D in NOD mice (Forsberg et al., 2017). This is because CD137-CD137L interaction is important for the survival and expansion of β-cell autoreactive CD8 T cells (Foda et al., 2020; Forsberg et al., 2017). The T1D protective activity of CD137 in CD4 T cells could be due to its expression in Foxp3^+^ Tregs as they produce more soluble CD137 than conventional T cells in culture (Kachapati et al., 2012). Collectively, our results support but have not directly proved that Foxp3^+^ Treg–derived soluble CD137 is immunoregulatory and inhibits T1D development *in vivo*.

As in mice, human *TNFRSF9* also undergoes alternative splicing to produce both membrane and soluble forms of CD137 (Michel et al., 1998; Rojas et al., 2025). Upon *in vitro* activation, human Foxp3^+^ CD4 Tregs express more membrane and soluble CD137 compared with conventional CD4 T cells (Rojas et al., 2025). Recombinant human Fc-soluble CD137 suppresses IFNγ production and proliferation of human CD4 and CD8 T cells in an APC-independent manner (Rojas et al., 2025). Significantly, lower levels of serum soluble CD137 have been reported in T1D patients compared with age-matched controls (Itoh et al., 2019). Although soluble CD137 is clearly important in regulating mouse T1D and available evidence supports its relevance in human T1D, our understanding of the role of CD137 in Foxp3^+^ Tregs is incomplete. First, the *in vivo* evidence for the contribution of Foxp3^+^ Treg–derived soluble CD137 to T1D suppression is not definitive. It is also not known whether cell surface CD137 plays a unique role in Foxp3^+^ Tregs, since other TNFRSF proteins can redundantly induce similar downstream signaling (Lubrano di Ricco et al., 2020; Vasanthakumar et al., 2017). Second, *Tnfrsf9* global knockout does not lead to systemic inflammation but conversely suppresses T1D in NOD mice (Chen et al., 2014). This could mean that CD137 expression in Foxp3^+^ Tregs is not essential for controlling autoreactive T cells; however, this interpretation is confounded by the concurrent lack of CD137-mediated costimulatory function in CD8 T cells (Forsberg et al., 2017). Third, the effects of CD137 deficiency in Foxp3^+^ Tregs on other immune cells are completely unknown. Here, we constructed Foxp3^+^ Treg–specific *Tnfrsf9* knockout mice that lacked either all CD137 molecules (membrane and soluble) or only the membrane form to address these questions.

## Results

### Foxp3^+^ Treg–specific deletion of CD137 accelerates T1D development

To address the role of CD137 in Foxp3^+^ Treg function *in vivo*, we first generated NOD mice carrying a floxed *Tnfrsf9* allele (designated NOD.*Tnfrsf9*^fl/fl^). We crossed the NOD.*Tnfrsf9*^fl/fl^ stock to the NOD.*Foxp3*-*Cre* strain (Zhou et al., 2008) (hereafter *Cre*^+^-*Tnfrsf9*^+/+^) to generate Treg-specific *Tnfrsf9* knockout (designated *Cre*^+^-*Tnfrsf9*^fl/fl^). Deletion of CD137 was confined to Foxp3^+^ Tregs, and its expression in conventional CD4 and CD8 T cells was not significantly impacted (Fig. S1 A). *Cre*^+^-*Tnfrsf9*^fl/fl^ and *Cre*^+^-*Tnfrsf9*^+/+^ mice had similar levels of Foxp3^+^ Tregs in the thymus, spleen, and pancreatic lymph node (PLN) (Fig. 1, A and B). Thus, CD137 signaling is not required for the homeostasis of Foxp3^+^ Tregs in lymphoid tissues. Foxp3^+^ Tregs secrete more soluble CD137 than conventional T cells *in vitro* (Rojas et al., 2022), but it is not known whether Foxp3^+^ Tregs are the main soluble CD137 producers *in vivo*. We first confirmed that Foxp3^+^ Tregs isolated from *Cre*^+^-*Tnfrsf9*^fl/fl^ mice produced negligible soluble CD137 in culture (Fig. 1 C). Remarkably, serum soluble CD137 was reduced by 70% in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice when compared to the *Cre*^+^-*Tnfrsf9*^+/+^ control, demonstrating that Foxp3^+^ Tregs are the major source of soluble CD137 *in vivo* (Fig. 1 D).

**Figure S1.**
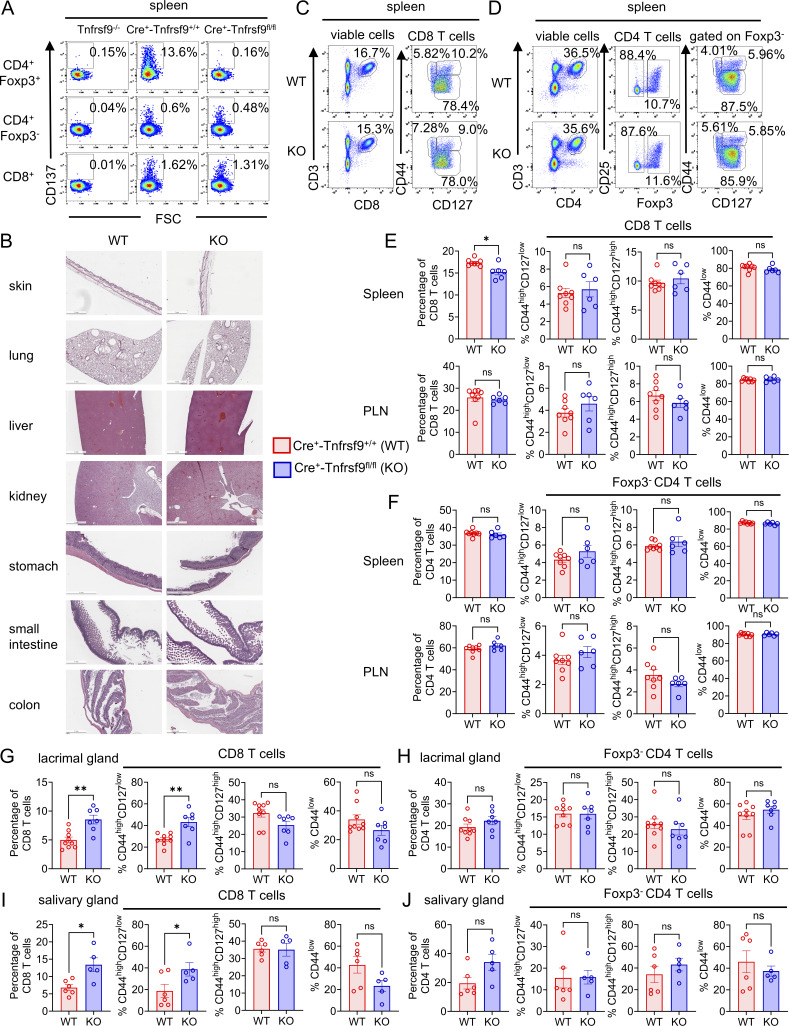
**Characterization of Cre** ^**+**^ **-*Tnfrsf9*** ^**+/+**^ **and Cre** ^**+**^ **-*Tnfrsf9*** ^**fl/fl**^ **mice, related to Fig. 1. (A)** CD137 expression on splenic Foxp3^+^ and Foxp3^−^ CD4 T cells and CD8 T cells of *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. NOD.*Tnfrsf9*^−/−^ cells were used as the negative control. Representative flow cytometry profiles of three mice per genotype are shown. **(B)** Representative histological images of indicated tissues of three prediabetic 10- to 11-wk-old female mice per genotype are shown. The scale bar is 1 mm. Similar results were observed in three age-matched male mice per genotype. **(C and D)** Representative flow cytometry plots of splenic CD8 (C) and CD4 (D) T cells in 6- to 8-wk-old *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. The CD3 by CD4 and CD25 by Foxp3 plots of the KO spleen are also shown in Fig. 1 A. **(E)** Percentages of splenic and PLN total CD8 T cells in 6- to 8-wk-old *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females and their activation status determined by the expression levels of CD44 and CD127. Summarized results from three experiments are shown. *P < 0.05 by an unpaired *t* test. ns: not significant. **(F)** Percentages of splenic and PLN total CD4 T cells and the activation status of Foxp3^−^ CD4 T cells in 6- to 8-wk-old *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females determined by the levels of CD44 and CD127 expression. Summarized results from three experiments are shown. ns: not significant by an unpaired *t* test. **(G and H)** Percentages of total CD8 (G) and CD4 (H) T cells and their activation status in lacrimal glands of 9- to 11-wk-old *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) male mice. Results are summarized from three experiments. **P < 0.005 by an unpaired *t* test. ns: not significant. **(I and J)** Percentages of total CD8 (I) and CD4 (J) T cells and their activation status in salivary glands of 9- to 10-wk-old *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) female mice. Results are summarized from two experiments. *P < 0.05 by an unpaired *t* test. ns: not significant.

**Figure 1.**
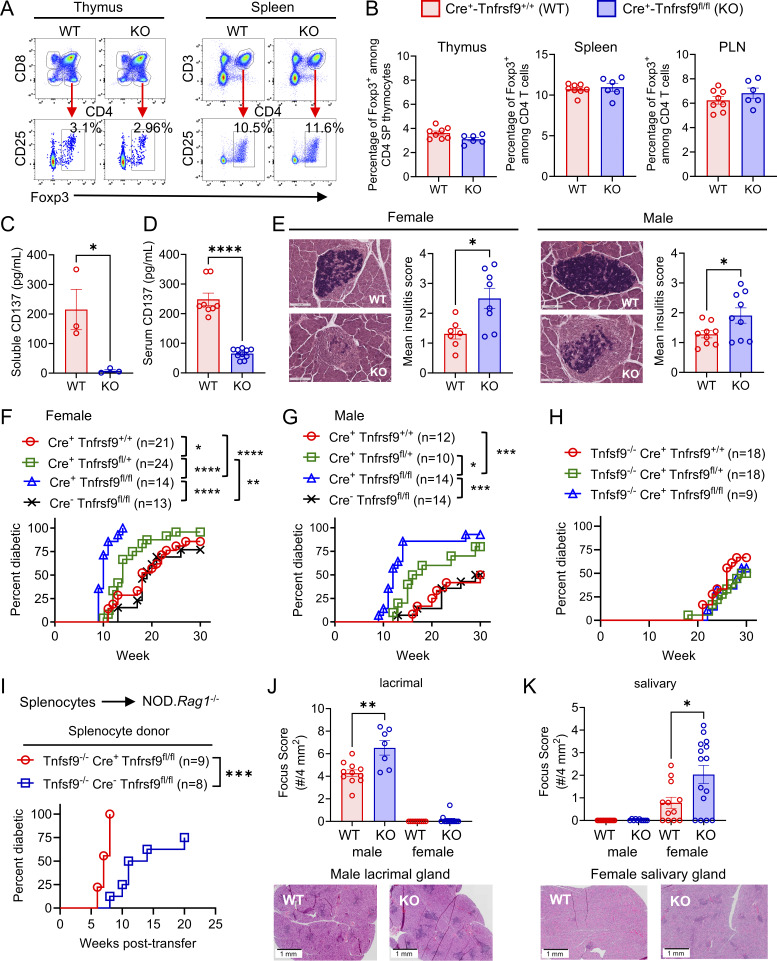
**CD137 deletion in Foxp3** ^**+**^ **Tregs leads to exacerbated diabetes development and Sjögren’s disease. (A and B)** Percentages of Foxp3^+^ Tregs in the thymus, spleen, and PLN of 6- to 8-wk-old *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) female mice. **(A)** Representative flow cytometry plots. The plots of the KO spleen are also shown in Fig. S1 D. **(B)** Summarized results from three experiments. **(C)** Soluble CD137 produced by cultured *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ splenic Foxp3^+^ Tregs (*n* = 3). *P < 0.05 by an unpaired *t* test. **(D)** Circulating soluble CD137 in 7- to 9-wk-old *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ males. ****P < 0.0001 by an unpaired *t* test. **(E)** Insulitis in 8- to 10-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) and *Cre*^+^-*Tnfrsf9*^+/+^ (WT) mice. Representative islet histology images and summarized mean insulitis scores are shown. The scale bar is 100 µm. *P < 0.05 by an unpaired *t* test. **(F and G)** T1D incidence of *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^fl/+^, *Cre*^+^-*Tnfrsf9*^fl/fl^, and *Cre*^−^-*Tnfrsf9*^fl/fl^ female (F) and male (G) littermates. *P < 0.05; **P < 0.005; ***P < 0.0005; ****P < 0.0001 by a log-rank test. **(H)** T1D incidence of CD137L-deficient (*Tnfsf9*^−/−^) *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^fl/+^, and *Cre*^+^-*Tnfrsf9*^fl/fl^ female littermates. **(I)** T1D incidence of NOD.*Rag1*^−/−^ females receiving CD137L-deficient (*Tnfsf9*^−/−^) *Cre*^+^-*Tnfrsf9*^fl/fl^ or *Cre*^−^-*Tnfrsf9*^*f*l/fl^ littermate splenocytes, combined from two transfer experiments. ***P < 0.0005 by a log-rank test. **(J and K)** Quantification of inflammation in lacrimal (J) and salivary (K) glands from 8- to 10-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) mice. Representative histology images of male lacrimal and female salivary glands and summarized focus scores are shown. The scale bar is 1 mm. *P < 0.05; **P < 0.005 by an unpaired *t* test.

To determine the impact of CD137 deficiency in Foxp3^+^ Tregs on β-cell autoimmunity, we compared insulitis in 8- to 10-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. Histological examination revealed that *Cre*^+^-*Tnfrsf9*^fl/fl^ mice had higher levels of insulitis in both sexes (Fig. 1 E). We also monitored littermates of *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^fl/+^, *Cre*^+^-*Tnfrsf9*^fl/fl^, and *Cre*^−^-*Tnfrsf9*^fl/fl^ for diabetes development. Mice with Treg-specific deletion of CD137 (*Cre*^+^-*Tnfrsf9*^fl/fl^) developed diabetes more rapidly than the wild-type littermates (*Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^−^-*Tnfrsf9*^fl/fl^) in both females and males (Fig. 1, F and G). Heterozygous mice (*Cre*^+^-*Tnfrsf9*^fl/+^) showed an intermediate diabetes incidence in both sexes (Fig. 1, F and G). Accelerated diabetes onset observed in *Cre*^+^-*Tnfrsf9*^fl/fl^ females was completely abolished when they were also globally deficient in CD137L (*Tnfsf9*^−/−^) (Fig. 1 H). Of note, CD137L deficiency in *Cre*^+^-*Tnfrsf9*^fl/fl^ females delayed T1D onset when compared to CD137L-sufficient *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^−^-*Tnfrsf9*^fl/fl^ wild-type control mice (although they were not concurrently monitored, compare Fig. 1, F and H). This is because CD137L expressed by myeloid APCs is critical for the expansion and survival of β-cell autoreactive CD8 T cells (Foda et al., 2020). Interestingly, upon transferring into CD137L-expressing NOD.*Rag1*^−/−^ recipients, *Tnfsf9*^−/−^*Cre*^+^-*Tnfrsf9*^fl/fl^ splenocytes (lacking CD137 in Foxp3^+^ Tregs, and CD137L globally) caused rapid diabetes onset when compared to the *Tnfsf9*^−/−^*Cre*^−^-*Tnfrsf9*^fl/fl^ littermate control cells (with intact CD137 expression in Foxp3^+^ Tregs) (Fig. 1 I). As T cells did not express CD137L in this splenocyte transfer experiment, CD137 expressed by Foxp3^+^ Tregs suppressed T1D by interacting with CD137L on recipient myeloid APCs. The collective results indicate that Foxp3^+^ Treg–derived CD137 (membrane and/or soluble form) exerts its immunosuppressive functions through interaction with CD137L.

### Limited impact of Foxp3^+^ Treg–specific CD137 deletion on systemic inflammation

In addition to T1D, NOD mice also spontaneously develop autoimmunity toward male lacrimal and female salivary glands and are an established mouse model of Sjögren’s disease (Park et al., 2015). To evaluate whether Treg-specific CD137 deletion has a broader impact on autoimmunity, we analyzed other tissues in *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. In *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, increased infiltration was observed in male lacrimal glands and female salivary glands (Fig. 1, J and K). In contrast, no significant inflammation was observed in female lacrimal or male salivary glands, and histological analysis did not reveal abnormal inflammation in skin, lung, liver, kidney, stomach, small intestine, or colon in either sex (Fig. S1 B). Next, we analyzed the activation status of CD8 and CD4 T cells in the spleen and PLN of *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (Fig. S1, C–F). The frequency but not the absolute number (not shown) of splenic CD8 T cells was slightly reduced in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, while the proportion of CD4 T cells was similar between strains. We used CD44 and CD127 (IL-7 receptor) to define the activation status of T cells (effector: CD44^high^CD127^low^; memory: CD44^high^CD127^high^; and naïve: CD44^low^). Both CD8 and Foxp3^−^ CD4 T cells showed similar activation status in the spleen and PLN of *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, despite increased autoimmune inflammation in pancreatic islets of the latter strain. We also analyzed the activation status of T cells in male lacrimal and female salivary glands (Fig. S1, G–J). Compared with the *Cre*^+^*-Tnfrsf9*^+/+^ wild-type control, the frequency of CD8 T cells among CD45.1^+^ cells was increased in *Cre*^+^*-Tnfrsf9*^fl/fl^ mice in both male lacrimal and female salivary glands (Fig. S1, G and I). In both glands, more CD8 T cells displayed an effector phenotype (CD44^high^CD127^low^) in *Cre*^+^*-Tnfrsf9*^fl/fl^ than in *Cre*^+^*-Tnfrsf9*^+/+^ mice, indicating that CD8 T cells were more activated in the former strain (Fig. S1, G and I). A trend of increased CD4 T cells was observed at both anatomical sites, but statistical significance was not reached (Fig. S1, H and J). The activation status of CD4 T cells in both male lacrimal and female salivary glands was comparable between *Cre*^+^*-Tnfrsf9*^fl/fl^ and *Cre*^+^*-Tnfrsf9*^+/+^ mice (Fig. S1, H and J). Collectively, it appears that Foxp3^+^ Treg CD137 expression is not required for preventing systemic inflammation, but it restrains inflammation in tissues with ongoing autoimmunity.

### Foxp3^+^ Treg–specific CD137 deficiency drives islet T cell activation

As CD137 deletion in Foxp3^+^ Tregs led to accelerated T1D, we subsequently focused our analyses on islet-infiltrating cells. Compared with the *Cre*^+^-*Tnfrsf9*^+/+^ control, the frequencies of CD8 T cells and F4/80^+^ myeloid cells among CD45^+^ leukocytes were found respectively increased and decreased in the islets of *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, while the levels of CD4 T cells, B cells, and CD11c^+^F4/80^−^ myeloid cells were similar between strains (Fig. 2 A). In addition, the percentage of Foxp3^+^ Tregs among islet-infiltrating CD4 T cells was reduced in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (Fig. 2 B). Based on the CD44 and CD127 expression patterns, there were proportionally more effector and less naïve CD8 T cells in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice than in the *Cre*^+^-*Tnfrsf9*^+/+^ control (Fig. 2 C). Similarly, the effector population within Foxp3^−^ CD4 T cells was proportionally increased in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (Fig. 2 D). We previously showed that soluble CD137 suppressed T cell proliferation (Itoh et al., 2019; Kachapati et al., 2013). Consistently, Ki67 expression was significantly increased in effector and memory populations of both CD8 and Foxp3^−^ CD4 T cells in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (Fig. 2, E and F). In contrast, Ki67 expression in Foxp3^+^ Tregs was comparable between strains, suggesting that the reduced frequency of these cells in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice was not due to decreased cell proliferation (Fig. 2 F).

**Figure 2.**
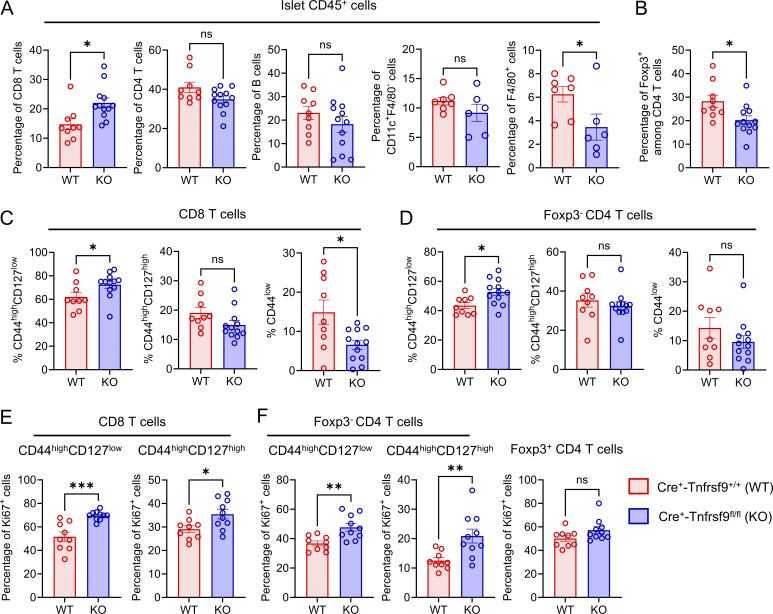
**CD137 deletion in Foxp3** ^**+**^ **Tregs causes enhanced T cell activation in pancreatic islets. (A)** Frequencies of T cells, B cells (CD19^+^), and myeloid cells in islets of 8- to 11-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. *P < 0.05 by an unpaired *t* test. ns: not significant. **(B)** Frequency of Foxp3^+^ Tregs in islets of 8- to 11-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. *P < 0.05 by an unpaired *t* test. **(C and D)** Frequencies of CD44^high^CD127^low^, CD44^high^CD127^high^, and CD44^low^ CD8 T cells (C) and Foxp3^−^ CD4 T cells (D) in islets of 8- to 11-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. *P < 0.05 by an unpaired *t* test. ns: not significant. **(E and F)** Frequencies of Ki67^+^ cells in the indicated subsets of CD8 (E) and CD4 (F) T cells in islets of 8- to 11-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. *P < 0.05, **P < 0.005; ***P < 0.0005 by an unpaired *t* test. ns: not significant. Results in A–F are summarized from three to five experiments.

In NOD mice, β-cell autoreactive CD8 T cells can emigrate from the islets and accumulate over time in lymphoid tissues (Chee et al., 2014). We asked whether the preferential expansion of islet-infiltrating CD8 T cells in islets of *Cre*^+^-*Tnfrsf9*^fl/fl^ mice is mirrored by an increase of β-cell autoreactive CD8 T cells in lymphoid tissues. The percentages and numbers of CD44^high^ IGRP_206-214_-reactive β-cell autoreactive CD8 T cells were significantly increased in the spleen and PLN of *Cre*^+^-*Tnfrsf9*^fl/fl^ mice compared with the *Cre*^+^-*Tnfrsf9*^+/+^ control (Fig. S2, A and B). This is not due to altered proliferation during the initial priming as adoptively transferred IGRP_206-214_-specific NY8.3 TCR transgenic CD8 T cells proliferated equally in the PLNs of *Cre*^+^-*Tnfrsf9*^fl/fl^ and *Cre*^+^-*Tnfrsf9*^+/+^ mice (Fig. S2 C). This further supports that CD137 expression in Foxp3^+^ Tregs is not required for regulating T cell activation in peripheral lymphoid tissues.

**Figure S2.**
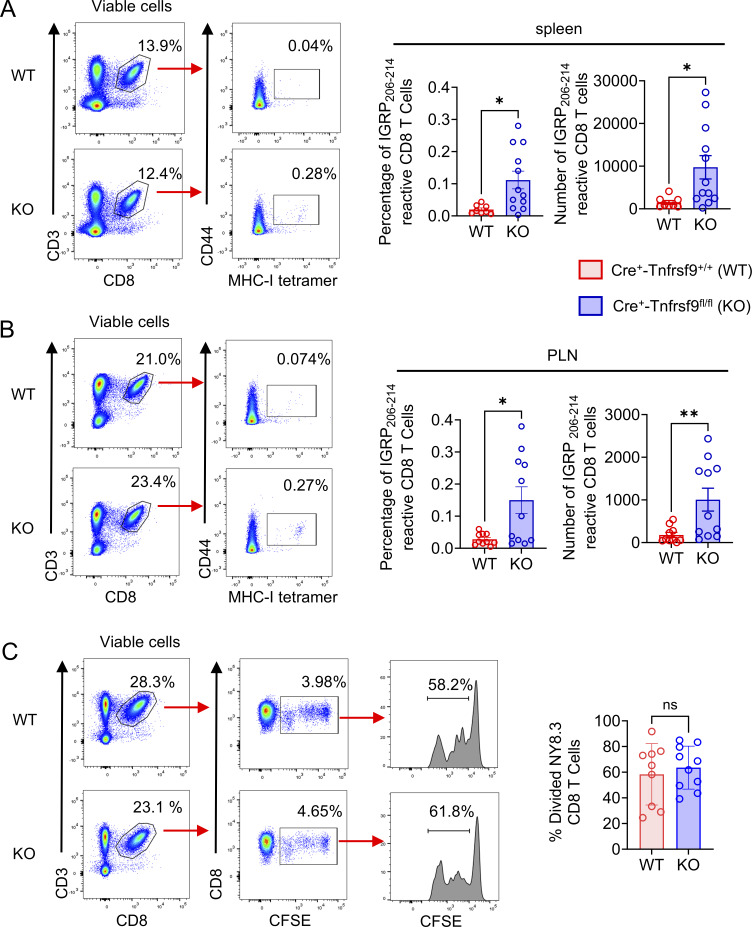
**Increased accumulation of IGRP**_**206-214**_ **-specific CD8 T cells in the spleen and PLN of Cre** ^**+**^ **-*Tnfrsf9*** ^**fl/fl**^ **mice, related to Fig. 2. (A and B)** Frequencies and absolute number of IGRP_206–214_-reactive CD8 T cells in the spleen (A) and PLN (B) of 7- to 9-wk-old Cre^+^-*Tnfrsf9*^+/+^ (WT) and Cre^+^-*Tnfrsf9*^fl/fl^ (KO) female mice. The representative flow cytometry profiles (left) and the summarized results (right) from four experiments are shown. *P < 0.05; **P < 0.01 by an unpaired *t* test. **(C)** Proliferation of adoptively transferred NY8.3 CD8 T cells in the PLNs of 7- to 9-wk-old Cre^+^-*Tnfrsf9*^+/+^ (WT) and Cre^+^-*Tnfrsf9*^fl/fl^ (KO) male mice. Splenocytes isolated from 7- to 9-wk-old NOD.*Rag1*^−/−^.*NY8.3* mice were labeled with CFSE and transferred into WT or KO mice. The gating strategy (left) and combined results (right) from five experiments are presented. ns: not significant by an unpaired *t* test.

### CD137 deficiency in Foxp3^+^ Tregs alters their phenotype and drives islet effector T cell clonal expansion and terminal differentiation

To further determine how CD137 deficiency affects the function of islet Foxp3^+^ Tregs and the impact on conventional T cells, we performed paired single-cell RNA sequencing (scRNA-seq) and scTCR-seq. CD45.1^+^ islet-infiltrating CD4 T cells and non-CD4 T cells were sorted from 7 to 10-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ females and used for preparation of sequencing libraries (Fig. S3). After quality control filtering, we obtained 4,252 *Cre*^+^-*Tnfrsf9*^+/+^ and 7,989 *Cre*^+^-*Tnfrsf9*^fl/fl^ CD4 T cells that had both TCRα and TCRβ chain sequences. Subsequently, these CD4 T cells were grouped into nine clusters (Fig. 3 A). Identities of these cell clusters were determined by key marker genes (Fig. 3 B and Table S1) and guided by our previous scRNA-seq analysis of islet-infiltrating CD4 T cells (Ciecko et al., 2023). Cluster CD4-0 (memory) expressed *Il7r*, *S1pr1*, and *Cd44*. Clusters CD4-1/CD4-8 (naïve) expressed *Ccr7*, *Lef1*, and *Sell,* but not *Cd44*. Cluster CD4-2 (Treg) expressed genes typically found in Foxp3^+^ Tregs, including *Foxp3*, *Il2ra*, *Ikzf2*, *Tigit*, *Tnfrsf18*, and *Ctla4*. Both CD4-3 (*Il21*^+^ early effector/Tfh-like) and CD4-4 (*Il21*^+^ Th1) expressed high levels of *Il21*. While cluster CD4-3 (*Il21*^+^ early effector/Tfh-like) expressed genes associated with recent activation (*Egr2*, *Eif5a*, and *Tnfrsf9*) and Tfh cells (*Bcl6*, *Cd82*, *Tox2*, *Pdcd1*, and *Tbc1d4*), cluster CD4-4 (*Il21*^+^ Th1) expressed genes representing a Th1 phenotype (*Ccl3*, *Ccl4*, *Ccl5*, *Cxcr3*, *Cxcr6*, *Ifng*, *Nkg7*, and *Tbx21*). Cluster CD4-5 (effector memory) expressed both effector and memory markers. Genes associated with cell proliferation (*Birc5* and *Mki67*) are enriched in cluster CD4-6 (proliferating). Cluster CD4-7 was contaminated with abundant acinar cell transcripts (*Ctrb1* and *Try4*) and was excluded from subsequent analyses. Noticeably, cluster CD4-4 (*Il21*^+^ Th1) was proportionally increased from 5.1% in the *Cre*^+^-*Tnfrsf9*^+/+^ control to 10% in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, indicating that CD137 expression in Foxp3^+^ Tregs controls accumulation of this subset (Fig. 3 A). Analysis of CXCR6 expression in Foxp3^−^CD44^high^CD127^low^ CD4 effector T cells confirmed the bias toward the Th1 effector differentiation in the islets of *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (Fig. 3 C).

**Figure S3.**
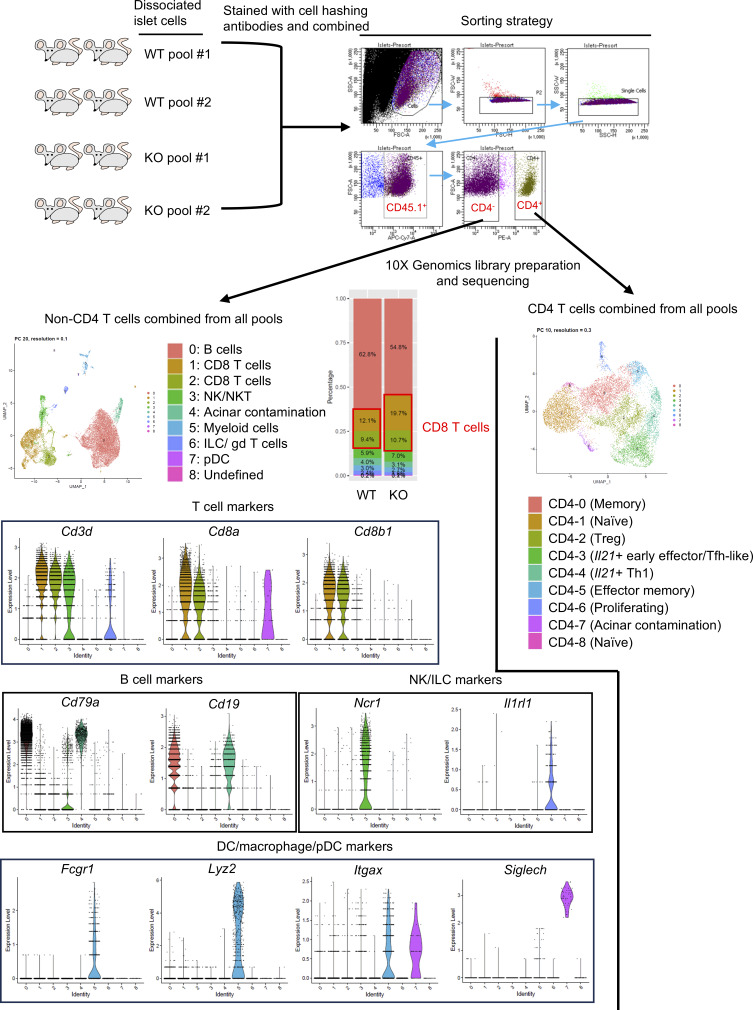
**Study design and cell sorting strategy for scRNA-seq analysis, related to Figs. 3, 4, and 5.** Two pools of islet cells combined from two Cre^+^-*Tnfrsf9*^+/+^ (WT) or Cre^+^-*Tnfrsf9*^fl/fl^ (KO) female mice were labeled with anti-CD45.1, anti-CD4, and a unique hashtag antibody for each cell pool. Stained cells were combined and sorted into CD45.1^+^ CD4^+^ T cells and non-CD4 T cells. Transcriptomic, V(D)J, and hashtag libraries were prepared for both cell populations and sequenced. Cell identities for unique clusters were identified by their corresponding marker genes.

**Figure 3.**
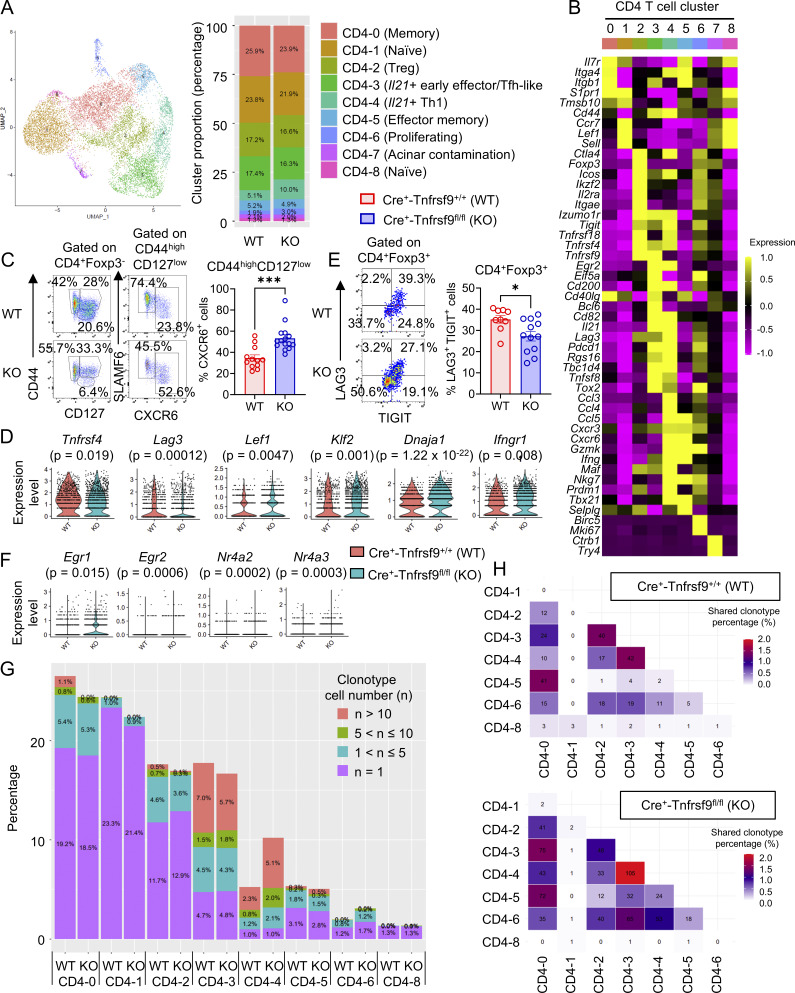
**scRNA-seq analysis reveals altered differentiation and clonal expansion of islet-infiltrating CD4 T cells in *Cre*** ^**+**^ **-*Tnfrsf9*** ^**fl/fl**^ **mice. (A)** UMAP plot of islet-infiltrating CD4 T cells isolated from 7- to 10-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. Bar plots show the proportions of the clusters. **(B)** Heatmap of key cluster marker genes. **(C)** Frequencies of CXCR6^+^ cells among CD44^high^CD127^low^ CD4 effector T cells in islets of 8- to 11-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. Representative flow cytometry profiles (left) and summarized results (right) from six experiments are shown. ***P < 0.0005, unpaired *t* test. **(D)** Differential expression of *Tnfrsf4*, *Lag3*, *Lef1*, *Klf2*, *Dnaja1*, *Ifngr1* between *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) cluster CD4-2 (Treg) cells. Adjusted P value for each comparison is shown in the parentheses. **(E)** Frequencies of LAG3^+^TIGIT^+^ cells within Foxp3^+^ Tregs in islets of 8- to 11-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. Representative flow cytometry profiles (left) and summarized results (right) from five experiments are shown. *P < 0.05 by an unpaired *t* test. **(F)** Differential expression of *Egr1*, *Egr2*, *Nr4a2*, and *Nr4a3* between *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) cluster CD4-1 (naïve) cells. Adjusted P value for each comparison is shown in the parentheses. **(G)** Clonal expansion of *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) cells within each CD4 T cell cluster. The percentages of cells in clonotypes with 1, 2–5, 6–10, or >10 cells in the indicated cluster are shown. **(H)** Tile plots showing the percentage of clonotype overlap across clusters in *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) CD4 T cells. The number in each tile indicates the number of unique clonotypes shared by the two clusters. The overall clonotype overlap across different clusters was increased in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (P = 0.02 compared with *Cre*^+^-*Tnfrsf9*^+/+^, Wilcoxon signed rank test).

*Cre* ^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ CD4 T cells within each cluster were directly compared to identify differentially expressed genes (Table S2). In cluster CD4-2 (Treg), *Tnfrsf4* (OX40) and *Lag3* were upregulated in *Cre*^+^-*Tnfrsf9*^+/+^ cells; conversely, *Lef1*, *Klf2*, *Dnaja1*, and *Ifngr1* were upregulated in *Cre*^+^-*Tnfrsf9*^fl/fl^ cells (Fig. 3 D). *Lef1* and *Klf2* are associated with naïve and memory T cells (Sebzda et al., 2008; Willinger et al., 2006). *Dnaja1* expression and IFNγ signaling have been linked to functionally impaired Tregs (Osman et al., 2021; Overacre-Delgoffe et al., 2017). These results suggest that the differentiation status of *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ Tregs was different. A reduced frequency of *Cre*^+^-*Tnfrsf9*^fl/fl^ islet Tregs expressing both TIGIT and LAG3 (typically associated with their activation) indicated their less activated phenotype (Fig. 3 E). Unexpectedly, among all clusters, CD4-1 (naïve) cells had the highest number of differentially expressed genes between *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ (Fig. S4 A). Although the overall expression levels of *Egr1*, *Egr2*, *Nr4a2*, and *Nr4a3* were low in CD4-1 (naïve) cluster cells, they were among the genes upregulated in *Cre*^+^-*Tnfrsf9*^fl/fl^ cells compared with the *Cre*^+^-*Tnfrsf9*^+/+^ counterparts (Fig. 3 F), suggesting elevated TCR signaling in a subset of the former population. Pathway analysis revealed that genes upregulated in *Cre*^+^-*Tnfrsf9*^fl/fl^ CD4-1 (naïve) cluster cells were enriched in cytokine and cellular activities (Fig. S4 B), supporting that they were more positioned to become effector cells than the counterparts in *Cre*^+^-*Tnfrsf9*^+/+^ mice.

**Figure S4.**
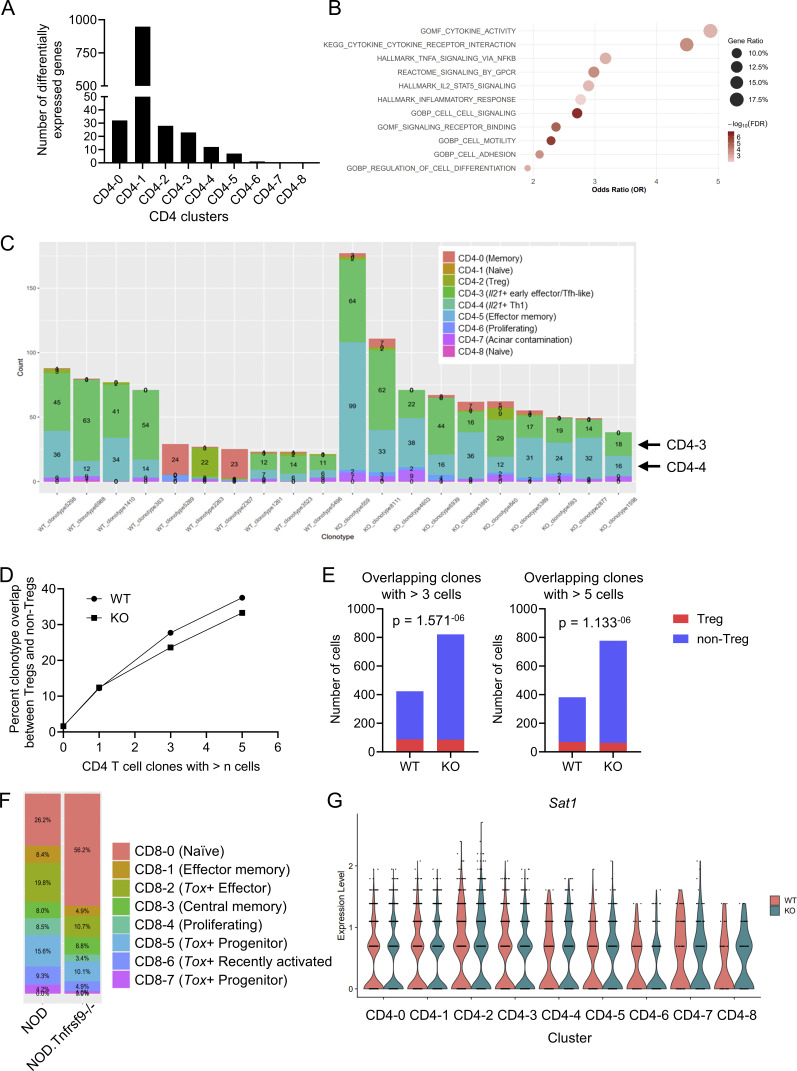
**Differential gene expression and clonotype analysis of islet-infiltrating T cells, related to Fig. 3 and 4. (A)** Number of differentially expressed genes between Cre^+^-*Tnfrsf9*^+/+^ or Cre^+^-*Tnfrsf9*^fl/fl^ mice in each islet CD4 T cell cluster. **(B)** Pathway analysis of genes upregulated in Cre^+^-*Tnfrsf9*^fl/fl^ versus Cre^+^-*Tnfrsf9*^+/+^ cluster CD4-1 (naïve) cells. **(C)** Cluster distribution of the top 10 expanded islet CD4 T cell clones in Cre^+^-*Tnfrsf9*^+/+^ (WT) and Cre^+^-*Tnfrsf9*^fl/fl^ (KO) mice. **(D)** Percentage of clonotype overlap between Foxp3^+^ Tregs and non-Tregs in Cre^+^-*Tnfrsf9*^+/+^ (WT) and Cre^+^-*Tnfrsf9*^fl/fl^ (KO) mice. The analysis was done for all clones or restricted to clones with more than one, three, or five cells. **(E)** Cell distribution in Treg or non-Treg clusters for cells within overlapping clones with more than three cells (left) or with more than five cells (right). Statistical significance was determined by the chi-square test. **(F)** Bar plots show the proportions of islet-infiltrating NOD and NOD.*Tnfrsf9*^−/−^ CD8 T cells projected onto the clusters defined in Fig. 4 A. **(G)** Expression levels of *Sat1* in Cre^+^-*Tnfrsf9*^+/+^ (WT) and Cre^+^-*Tnfrsf9*^fl/fl^ (KO) CD4 T cell clusters shown in Fig. 3 A.

Next, we used the TCR sequence as a barcode and asked whether Foxp3^+^ Treg–specific knockout of CD137 alters CD4 T cell clonal expansion and differentiation. A clonotype is defined by the paired TCRα and TCRβ V/J genes and CDR3 nucleotide sequences. As expected, cells from expanded clones were primarily present in activated cell clusters (Fig. 3 G). Of note, a higher frequency of cells from expanded clones was found in cluster CD4-4 (*Il21*^+^ Th1) of *Cre*^+^-*Tnfrsf9*^fl/fl^ than *Cre*^+^-*Tnfrsf9*^+/+^ mice. As T cells bearing the same TCRs in two different clusters reflect their differentiation from one state to another or from the same early precursors, we evaluated CD4 T cell differentiation potential by clonotype overlap across cell clusters. This analysis revealed that the overall clonotype overlap across different clusters was increased in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (P = 0.02, Wilcoxon’s signed rank test, Fig. 3 H). One exception was between CD4-2 (Treg) and CD4-3 (*Il21*^+^ early effector/Tfh-like) clusters. When considering only clonotypes within clusters CD4-2 and CD4-3, the level of overlap was higher in *Cre*^+^-*Tnfrsf9*^+/+^ than in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (P = 0.016, chi-square test). Analysis of the top 10 expanded CD4 T cell clones in each strain revealed that most of the cells were in clusters CD4-3 (*Il21*^+^ early effector/Tfh-like) and CD4-4 (*Il21*^+^ Th1) except for three clones (clonotypes 5289, 2263, and 2307 from *Cre*^+^-*Tnfrsf9*^+/+^ mice) that had most cells in cluster CD4-2 (Treg) or CD4-0 (memory) (Fig. S4 C). Next, we asked whether the clonotype overlap between CD4-2 (Treg) and all non-Treg clusters is different between *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. Clusters CD4-6 (proliferating) and CD4-7 (acinar contamination) were excluded from this analysis as they may contain Tregs. This analysis revealed a high frequency (>10%) of clonotype overlap between Tregs and non-Tregs in expanded clones (more than one cell) in both strains (Fig. S4 D). While not statistically significant, a trend of higher clonotype overlap was observed in *Cre*^+^-*Tnfrsf9*^+/+^ than in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice in clones with more than three cells (Fig. S4 D). Interestingly, cells of the clonotypes present in both Tregs and non-Tregs were more likely to be non-Tregs in *Cre*^+^-*Tnfrsf9*^fl/fl^ than in *Cre*^+^-*Tnfrsf9*^+/+^ mice (Fig. S4 E). Collectively, these results indicate that CD4 T cells in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice more actively differentiated into effector cells with a Th1 phenotype.

Within islet non-CD4 T cells, CD8 T cell clusters, identified by *Cd3d*, *Cd8a*, and *Cd8b1* expression, were found to trend proportionally higher in *Cre*^+^-*Tnfrsf9*^fl/fl^ than in *Cre*^+^-*Tnfrsf9*^+/+^ mice (Fig. S3). We obtained 1,301 *Cre*^+^-*Tnfrsf9*^+/+^ and 3,159 *Cre*^+^-*Tnfrsf9*^fl/fl^ CD8 T cells that had both TCRα and TCRβ chain sequences and separated them into nine clusters (Fig. 4 A). The differentiation states of these clusters were defined based on key marker genes and module scores of previously reported CD8 T cell gene signatures (Fig. 4, B and C; and Table S3) (Collier et al., 2023; Giles et al., 2022). Cluster CD8-0 (naïve) expressed *Lef1*, *Sell*, and *Ccr7*. CD8-1 (effector memory) cluster cells expressed *Il7r*, *Itgb1*, *Ifng*, *Gzma*, *Gzmk*, and *Ccl5*, and had high module scores for both effector and memory gene signatures. Cluster CD8-3 (central memory) cells expressed *Sell*, *Il7r*, and *Klf2*, and had high gene module scores for naïve and memory CD8 T cells. The expression of *Birc5* and *Mki67* defined cluster CD8-4 (proliferating). *Tox* was expressed in clusters CD8-2 (*Tox*^+^ effector), CD8-5 (*Tox*^+^ progenitor), CD8-6 (*Tox*^+^ recently activated), and CD8-7 (*Tox*^+^ progenitor), suggesting that they were under chronic antigen stimulation. Cluster CD8-2 (*Tox*^+^ effector) cells expressed high levels of *Gzmb*, *Ifng*, *Klrc1*, *Klre1*, *Nkg7*, *Ccl5*, and *Cxcr6*, as well as co-inhibitory molecules *Ctla4*, *Havcr2* (TIM3), *Entpd1* (CD39), *Lag3*, and *Pdcd1* (PD-1), but lacked the expression of *Tcf7* (TCF1) and *Slamf6*, resembling both CX3CR1^+^ effector and terminally exhausted CD8 T cells found during chronic viral infection (Zander et al., 2019). Compared with cluster CD8-2 (*Tox*^+^ effector), both CD8-5 (*Tox*^+^ progenitor) and CD8-7 (*Tox*^+^ progenitor) expressed lower levels of co-inhibitory molecules but higher *Tcf7* and *Slamf6*. Gene module score analysis suggested that cluster CD8-5 (*Tox*^+^ progenitor) cells are close to memory precursors and pre-exhausted CD8 T cells respectively found at the early stage of acute and chronic viral infection, suggesting that cells within CD8-5 (*Tox*^+^ progenitor) and CD8-7 (*Tox*^+^ progenitor) clusters were at different stages of differentiation (Giles et al., 2022). Cluster CD8-6 (*Tox*^+^ recently activated) cells expressed *Egr2*, *Irf4*, *Nfkb1*, *Nfkb2*, and *Nr4a1* associated with TCR signaling and had a high module score for the recently activated signature (Collier et al., 2023). Cluster CD8-8 was contaminated with abundant acinar cell transcripts (*Ctrb1* and *Pnlip*) and was subsequently excluded from analysis.

**Figure 4.**
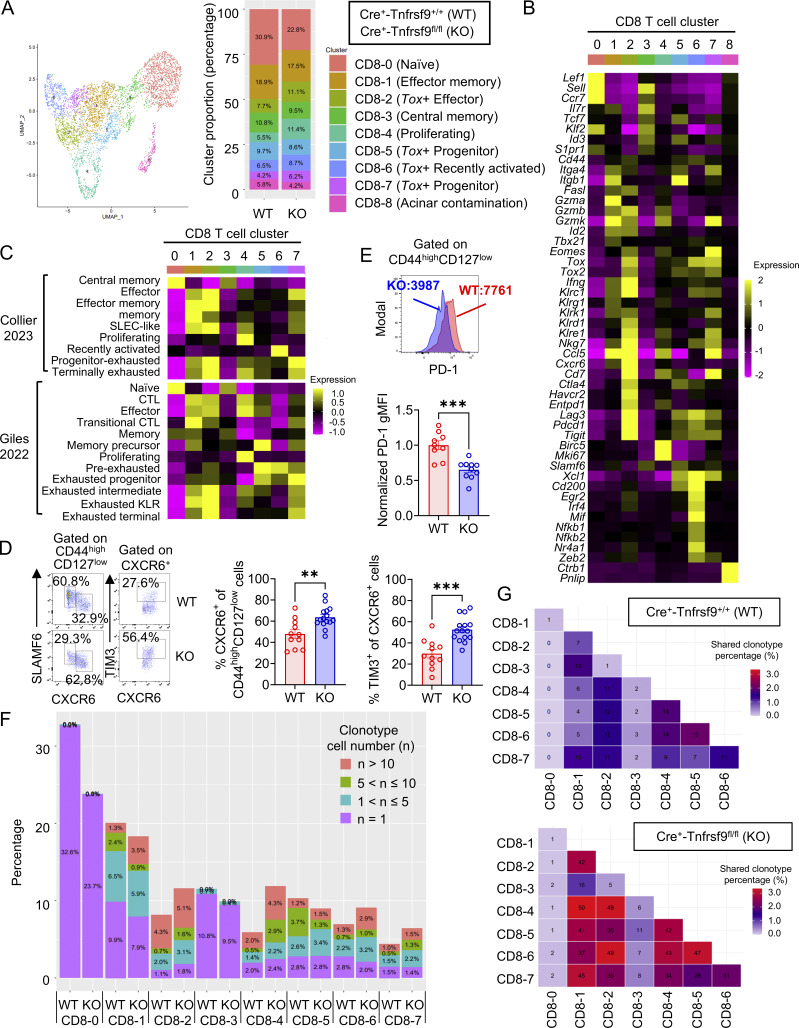
**scRNA-seq analysis reveals altered differentiation and clonal expansion of islet-infiltrating CD8 T cells in *Cre*** ^**+**^ **-*Tnfrsf9*** ^***f*l/fl**^ **mice. (A)** UMAP plot of islet-infiltrating CD8 T cells isolated from 7- to 10-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. Bar plots show the proportions of the clusters. **(B)** Heatmap of key cluster marker genes. **(C)** Gene module scores of the signatures obtained from previously defined CD8 T cell differentiation states in T1D (Collier et al., 2023) and viral infection (Giles et al., 2022). **(D)** Frequencies of CXCR6^+^ cells among CD44^high^CD127^low^ and TIM3^+^ cells among CD44^high^CD127^low^CXCR6^+^ CD8 effector T cells in islets of 8- to 11-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. Representative flow cytometry profiles (left) and summarized results (right) from six experiments are shown. **P < 0.005; ***P < 0.0005, unpaired *t* test. **(E)** Relative PD-1 gMFI of CD44^high^CD127^low^ CD8 T cells from the islets of 8- to 11-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) females. Representative flow cytometry profiles (upper) and summarized results (lower) from four experiments are shown. ***P < 0.0005, unpaired *t* test. **(F)** Clonal expansion of *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) cells within each CD8 T cell cluster. The percentages of cells in clonotypes with 1, 2–5, 6–10, or >10 cells in the indicated cluster are shown. **(G)** Tile plots showing the percentage of clonotype overlap across clusters in *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) CD8 T cells. The number in each tile indicates the number of unique clonotypes shared by the two clusters. Clonotype overlap across cell clusters was higher in *Cre*^+^-*Tnfrsf9*^fl/fl^ than in *Cre*^+^-*Tnfrsf9*^*+/+*^ mice (P = 1.759 × 10^−05^, Wilcoxon signed rank test). gMFI, geometric mean fluorescence intensity.

Relative to the wild type, CD8 T cells from *Cre*^+^-*Tnfrsf9*^fl/fl^ mice were proportionally reduced in CD8-0 (naïve) and increased in CD8-4 (proliferating) clusters (Fig. 4 A), consistent with the flow cytometry results (Fig. 2, C and E). Of note, the fate of *Cre*^+^-*Tnfrsf9*^fl/fl^ CD8 T cells was skewed toward *Tox*^+^ clusters, especially the more terminally differentiated CD8-2 (*Tox*^+^ effector) cells (Fig. 4 A). This bias was confirmed by flow cytometry analysis showing elevated percentage of CXCR6^+^ cells within CD44^high^CD127^low^ effectors and the frequency of TIM3^+^ cells among the CXCR6^+^ population in islets of *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (Fig. 4 D). Despite having a higher percentage of CXCR6^+^TIM3^+^ terminally differentiated effectors within islet CD44^high^CD127^low^ CD8 T cells in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, their PD-1 expression was significantly reduced when compared to the wild-type counterpart (Fig. 4 E), suggesting that they were less impacted by PD-1–mediated suppression. We previously observed that CD137 expression by CD8 T cells was important for their proliferation and diabetogenic activity (Forsberg et al., 2017). 

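Islet-infiltrating T cells of NOD.*Foxp3*-*eGFP* mice (wild type) and of NOD.*Tnfrsf9*-/-.*Foxp3*-*eGFP* mice (global knockout) were sorted and sequenced as 1 droplet library per genotype, each from a pool of 6 females. The eGFP reporter marks cells that express *Foxp3*, and *Tnfrsf9* is the gene that encodes CD137. CD8 T cells and GFP+ Tregs were sorted into the same library, so the ratio of the 2 classes in a library carries no information on the islets. With 1 library per genotype there is no replicate and no test across mice: each value is given with a 95% exact interval that covers counting error only. The authors deposited the count matrices written by Cell Ranger, version 7.0.0 according to the file header, which list 27998 genes and the barcodes called as cells. A count is the number of unique molecular identifiers (UMIs), each standing for 1 captured transcript, and the counts are neither normalized nor filtered by genes per cell. Whether reads in introns were counted is not stated in the paper's text. The wild-type library held 19904506 UMIs in 2804 cells, with medians of 5076 UMIs and 1958 genes per cell. The knockout library held 19639995 UMIs in 2991 cells, with medians of 4935 UMIs and 1942 genes per cell. The limits given in the paper's methods, 200 to 5000 genes and at most 20% mitochondrial UMIs per cell, removed 90 wild-type and 76 knockout cells. The cells that remained were clustered anew, because the clusters of the *Cre*+ mice were not used here. Counts were transformed with SCTransform with the mitochondrial percentage regressed out, and both libraries were clustered together on 3000 variable genes, 20 principal components and a resolution of 0.1. *Tnfrsf9* itself was left out of the clustering, so that the knocked-out gene could not separate the genotypes. Clusters in which most cells carried more *Cd8a* and *Cd8b1* than *Cd4*, *Foxp3* and *Il2ra* UMIs were taken as CD8 T cells, and 1 mixed cluster of proliferating cells was divided cell by cell. This gave 897 wild-type CD8 T cells with 7058017 UMIs (median 6060 per cell) and 1248 knockout CD8 T cells with 8146581 UMIs (median 5253). CD8 T cells were clustered again on 10 principal components at a resolution of 0.6, and a cluster was given a name ending in "-like" only where its leading genes held markers listed for the subset, most of which the paper names. Expression is given as CPM, the UMIs of a gene summed over all cells of the class and scaled to the UMI total of the class. *Tnfrsf9* (ENSMUSG00000028965) had 733 UMIs in wild-type CD8 T cells, 104 CPM (exact Poisson interval 96.5 to 112). In knockout CD8 T cells it had 260 UMIs, 31.9 CPM (28.2 to 36.0), a log2 ratio of −1.70 (−1.91 to −1.50). The alternative that moved this ratio most was a stricter filter on cells (500 to 4000 genes and at most 10% mitochondrial UMIs), which gave −1.81.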

To further study the role of CD137 in CD8 T cells, we isolated them from the islets of 9- to 10-wk-old prediabetic *Tnfrsf9*^−/−^ global knockout females and the corresponding wild-type control and compared them by scRNA-seq analysis. CD8 T cells from this latter scRNA-seq experiment were projected onto the Uniform Manifold Approximation and Projection (UMAP) in Fig. 4 A to maintain the same cluster identity. Interestingly, CD8 T cells lacking CD137 preferentially accumulated in the naïve cluster and had a reduced proportion of the proliferating cluster, and their fate was skewed away from the *Tox*^+^ terminally differentiated state (Fig. S4 F). Thus, CD137 signaling in CD8 T cells promoted their proliferation and terminal differentiation, and these effects were further exaggerated in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice where CD137 is only deleted in Foxp3^+^ Tregs. 

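In the rebuilt clusters, naïve-like cells made up 173 of 897 wild-type CD8 T cells (19.3%, exact binomial interval 16.8 to 22.0%) and 634 of 1248 knockout CD8 T cells (50.8%, 48.0 to 53.6%). The difference of 31.5 percentage points (27.6 to 35.2) was beyond counting error. The naïve-like cells fell into 2 clusters. In the larger one, 393 of the cells were from the knockout and 33 from the wild-type library, so that 92.3% of it came from 1 library, and it is counted with the naïve-like cells and not as a type of its own. The other held 140 wild-type cells (15.6%) and 241 knockout cells (19.3%). Assigning each cell to the marker list with its highest score, without clusters, moved the difference in the naïve-like share most, to 18.6 percentage points. The proliferating-like cluster held 175 wild-type cells (19.5%, 17.0 to 22.3%) and 83 knockout cells (6.65%, 5.33 to 8.18%). This was a difference of −12.9 percentage points (−15.9 to −9.97). The long noncoding RNA gene *Gm43291* was among the leading genes of this cluster. However, 89.5% of its UMIs in knockout CD8 T cells lay in 1 cell of the cluster, which had 2 CD3 UMIs and may not be a T cell. *Tox*+ effector-like cells made up 207 of the wild-type cells (23.1%, 20.4 to 25.98%) and 204 of the knockout cells (16.3%, 14.3 to 18.5%), a difference of −6.73 percentage points (−10.2 to −3.32). The direction of this last difference depended on the denominator. Among the 724 wild-type and 614 knockout cells that were not naïve-like, a comparison chosen after seeing the data, *Tox*+ effector-like cells made up 28.6% (25.3 to 32.0%) and 33.2% (29.5 to 37.1%), a difference of 4.63 percentage points within counting error (−0.325 to 9.60). Among the same cells the proliferating-like share was still lower in the knockout, with 24.2% in the wild type and 13.5% in the knockout. Clusters 3, 5 and 6 were left without a name, because their leading genes held no marker of the best-scoring list or no more of them than of another list's, a rule set after the clusters were seen. Cluster 3 held 13.3% of the wild-type and 13.8% of the knockout cells, cluster 5 held 10.7% and 9.29%, and cluster 6 held 14.2% and 3.13%.

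**Figure D1:**
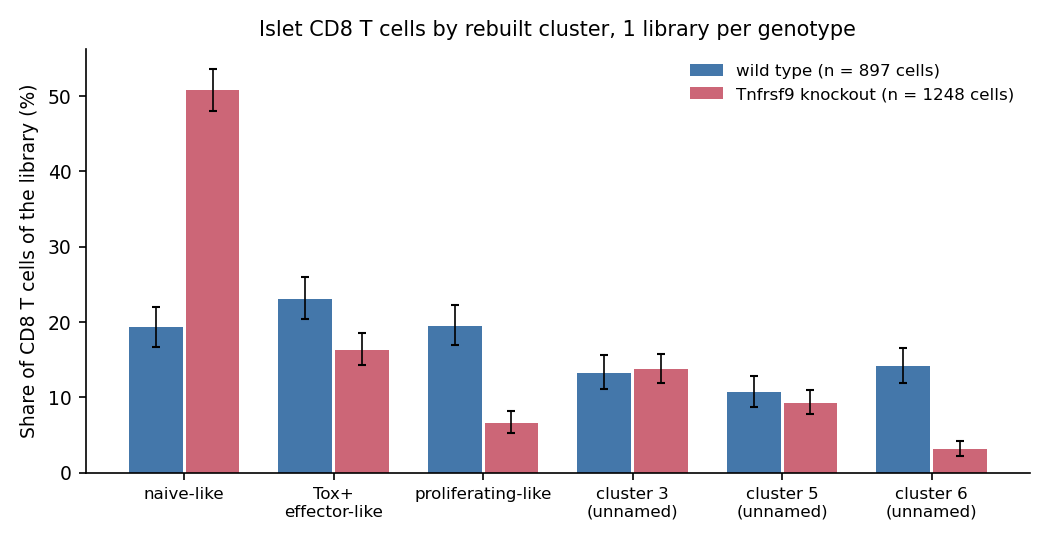
Share of islet CD8 T cells (percent, vertical axis) in each rebuilt cluster or named subset (horizontal axis), with blue bars for the wild-type library (897 cells) and red bars for the knockout library (1248 cells). Error bars are 95% exact binomial intervals and cover counting error only. The naïve-like bars rise from 19.3% to 50.8%, and the proliferating-like bars fall from 19.5% to 6.65%.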

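Marker genes summed over all CD8 T cells, which do not depend on the clusters, were compared for 3 lists. The naïve and *Tox*+ effector lists were taken from the paper's text, and the proliferation list holds *Birc5* and *Mki67*, which the paper names, and *Top2a*, *Cdk1* and *Ube2c*, added before the data were examined. *Lef1* (chromosome 3 of GRCm38, 131110471 to 131224356) rose from 222 CPM in the wild-type to 579 CPM in the knockout library, a log2 ratio of 1.38 (1.30 to 1.47). *Ccr7* rose from 45.9 to 115 CPM (log2 ratio 1.33). The median log2 ratio of the naïve marker list was 1.38 (1.32 to 1.51), above all of 10000 random lists of the same size matched on mean expression, of which 95% lay between −0.51 and 0.54. The median over all 11005 genes with at least 20 UMIs was 0.04. All 5 proliferation markers were lower in the knockout, with −1.13 for *Birc5* and −0.27 for *Mki67*, and −0.45 to −1.37 for the 3 added genes. Their median of −1.13 (−1.26 to −1.00) was below all of the random lists (95% between −0.36 and 0.45). Of 13 markers of the *Tox*+ effector cluster, 11 were lower in the knockout beyond counting error, among them *Klre1* (−1.78), *Ccl5* (−1.19), *Entpd1* (−1.16), *Pdcd1* (−0.91), *Havcr2* (−0.64) and *Tox* (−0.55). *Ifng* (0.10) and *Ctla4* (0.04) differed by less than the counting error, and *Ctla4* turned negative when the libraries were scaled by edgeR's TMM factors. The median of the 13 genes was −0.61 (−0.66 to −0.56), again below all random lists (95% between −0.25 and 0.20). Giving each cell the same weight moved this median most, to −0.83. When naïve-like cells were left out, a step chosen after seeing the data, the median was −0.62 for the proliferation markers, with 3 of 5 lower, and −0.18 for the *Tox*+ effector markers, with 9 of 13 lower. From the larger naïve share, the smaller proliferating share and the shift away from the *Tox*+ terminally differentiated state in CD8 T cells that lack CD137, the paper concludes that CD137 signaling in CD8 T cells promotes their proliferation and terminal differentiation. The *Cre*+-*Tnfrsf9* fl/fl cells with which the paper compares them were not analysed here.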

Of note, T1D development in CD137 global knockout NOD mice is delayed (Chen et al., 2014). Thus, these collective results also indicate that in the absence of a strong diabetogenic CD8 T cell response, CD137-dependent Foxp3^+^ Treg–mediated suppression becomes less important.

TCR sequence analysis revealed that cells from the expanded clones were mostly found in activated clusters, including those expressing *Tox* (Fig. 4 F). A tendency of increased frequencies of cells from the expanded clones, especially in the CD8-4 (proliferating) cluster, was observed in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. Clonotype overlap across cell clusters was higher in *Cre*^+^-*Tnfrsf9*^fl/fl^ than in *Cre*^+^-*Tnfrsf9*^*+/+*^ mice (P = 1.759 × 10^−05^, Wilcoxon’s signed rank test, Fig. 4 G). Interestingly, there was appreciable overlap between *Tox*^−^ CD8-1 (effector memory) and all *Tox*^+^ clusters in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, supporting an elevated recruitment of autoreactive CD8 T cells into inflamed islets. Together, the results suggest that islet-infiltrating CD8 T cells in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice were more proliferative and actively differentiated from early to terminal effectors than their counterparts in the wild-type control.

### CD137 deficiency alters Treg clonal expansion and differentiation trajectory

To gain further insights into the differentiation states of Foxp3^+^ Tregs, we reclustered the CD4-2 (Treg) cluster (733 *Cre*^+^-*Tnfrsf9*^+/+^ and 1,326 *Cre*^+^-*Tnfrsf9*^fl/fl^ cells) into six subpopulations (Fig. 5, A and B; and Table S4). Cluster Treg-0 upregulated *Icos*, *Lag3*, *Tigit*, *Ctla4*, and *Itgae*, typically associated with highly suppressive Tregs. Cluster Treg-1 expressed high levels of *Klf2*, *Sell*, *Ccr7*, and *Lef1*, indicating a naïve phenotype. The differentiation states of clusters Treg-2 and Treg-3 were less definitive, with high levels of *Klf2*, *Itgb1*, *S100a10*, and *S1pr1* in the former and *Tbc1d4*, *Cd83*, *Rgs10*, *Bhlhe40*, *Tcf7*, and *Nt5e* in the latter populations. The two minor clusters Treg-4 and Treg-5 respectively express high levels of *Malat1* and IFN-stimulated genes. The differentiation states of these Treg clusters were further examined by module score analysis using gene sets associated with distinct Foxp3^+^ Treg and CD4 T cell subpopulations (Fig. 5 C) (Collier et al., 2023; Miragaia et al., 2019; Sprouse et al., 2018). Cluster Treg-0 cells were found most similar to islet CD5^high^ Tregs that had a potent T1D suppressing activity (Sprouse et al., 2018) and the highly differentiated tissue Tregs found in colon (Miragaia et al., 2019). Cluster Treg-1 cells were enriched for genes expressed in islet CD5^low^ Tregs, colon lymphoid tissue-like Tregs, and central memory T cells, consistent with them being naïve Tregs. Cells within cluster Treg-2 were similar to islet CD5^low^ Tregs and effector memory T cells, suggesting a memory-like phenotype. Cluster Treg-3 cells were more closely related to recently activated and Tfh cells, suggesting that they contained Tregs in an early stage of activation, as well as Tfr-like cells. Treg-4 and Treg-5 cells appeared to be mixed populations of less differentiated Tregs. Compared with the *Cre*^+^-*Tnfrsf9*^+/+^ control, *Cre*^+^-*Tnfrsf9*^fl/fl^ mice were proportionally reduced in cluster Treg-0, suggesting that CD137 expressed in Tregs controlled their differentiation. Nevertheless, increased autoimmune inflammation in islets of *Cre*^+^-*Tnfrsf9*^fl/fl^ mice may have a negative impact on Treg differentiation. We previously showed that global CD137-deficient (*Tnfrsf9*^−/−^) NOD mice had similar insulitis at 10 wk of age but delayed T1D onset when compared to the wild type (Chen et al., 2014). Thus, we compared Foxp3^+^ Tregs from the islets of 9- to 10-wk-old prediabetic *Tnfrsf9*^−/−^ females and the corresponding wild-type control by scRNA-seq analysis. 

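The Tregs came from the same pair of libraries as the CD8 T cells of the global knockout and its wild-type control, and were separated from them by their clusters. They numbered 1795 in the wild type, with 10430353 UMIs and medians of 4281 UMIs and 1868 genes per cell. In the knockout they numbered 1644, with 9389545 UMIs and medians of 4284 UMIs and 1901 genes per cell. The Tregs were clustered again with *Tnfrsf9* left out, on 10 principal components at a resolution of 0.3. A further 22 wild-type and 23 knockout cells that passed the filter went into neither class. Of these, 10 in each library formed a cluster with low CD3 expression, left out by a limit set after seeing the data, and the rest carried equal numbers of CD8 and Treg lineage UMIs. *Tnfrsf9* fell from 3457 UMIs in wild-type Tregs, 331 CPM (320 to 343), to 1025 UMIs in knockout Tregs, 109 CPM (103 to 116). The log2 ratio was −1.60 (−1.70 to −1.50). It moved most, to −1.37, when classes were taken from the lineage UMIs of each cell in place of the clusters.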

Tregs from this latter scRNA-seq experiment were projected onto the UMAP in Fig. 5 A. Similar to Tregs from *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, those from the *Tnfrsf9*^−/−^ strain were also less frequently present in cluster Treg-0 than the corresponding wild-type counterparts (Fig. 5 D), confirming a role of CD137 in Treg differentiation. 

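Suppressive-like cells, the rebuilt cluster whose highest score was for a list of 8 suppressive markers, made up 801 of 1795 wild-type Tregs (44.6%, exact binomial interval 42.3 to 47.0%) and 550 of 1644 knockout Tregs (33.5%, 31.2 to 35.8%). The difference was −11.2 percentage points (−14.4 to −7.91). *Gm43291*, *Jchain* and *Slpi* led this cluster, ahead of *Lag3*, *Itgae* and *Cxcr6*, and 97.4% of the *Slpi* UMIs of knockout Tregs lay in 3 cells. With log-normalized counts in place of SCTransform the difference changed sign, to 0.130 percentage points, but the only cluster that then carried the name held 0.692% of wild-type and 0.822% of knockout Tregs. Among Tregs that were not naïve-like, a comparison chosen after seeing the data, suppressive-like cells made up 55.1% of 1455 wild-type and 48.2% of 1141 knockout cells. Naïve-like cells rose from 340 wild-type (18.9%, 17.2 to 20.8%) to 503 knockout Tregs (30.6%, 28.4 to 32.9%), a difference of 11.7 percentage points (8.78 to 14.5). No cluster of Tregs was named naïve-like under the stricter filter, log-normalization, both other resolutions, thinning before clustering, alignment of the libraries, or classes taken from each cell. The 6 alternatives that gave a value ranged from 7.80 to 12.6 percentage points. Recently activated/Tfr-like cells made up 18.1% of wild-type and 15.0% of knockout Tregs, and interferon-like cells 10.8% and 13.5%. The proliferating-like shares, 7.58% and 7.42%, differed by less than the counting error. Summed over all Tregs, the 8 suppressive markers, 5 that the paper names for Treg-0 with *Cxcr6*, *Ccr8* and *Tbx21* added before the data were examined, did not move together. *Lag3* (log2 ratio −0.57), *Itgae* (−0.42), *Tbx21* (−0.30) and *Ctla4* (−0.13) were lower in the knockout beyond counting error, whereas *Ccr8* (0.37) and *Icos* (0.09) were higher. The signs were the same under the 2 other scalings tried, but under both of them *Icos* lay within counting error. The median of the 8 genes was −0.08 (−0.16 to −0.02), at percentile 17.4 of 10000 random lists matched on mean expression, so the list did not stand apart from other genes. Among naïve markers, *Klf2* (0.71) and *Lef1* (0.40) were higher in knockout Tregs and *Ccr7* (−0.21) was lower. From the lower share of Treg-0 in this strain as well as in *Cre*+-*Tnfrsf9* fl/fl mice, the paper concludes that CD137 has a role in Treg differentiation. The paper also draws on flow cytometry of islet Treg subsets and on mixed bone marrow chimeras, which were not analysed here.

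**Figure D2:**
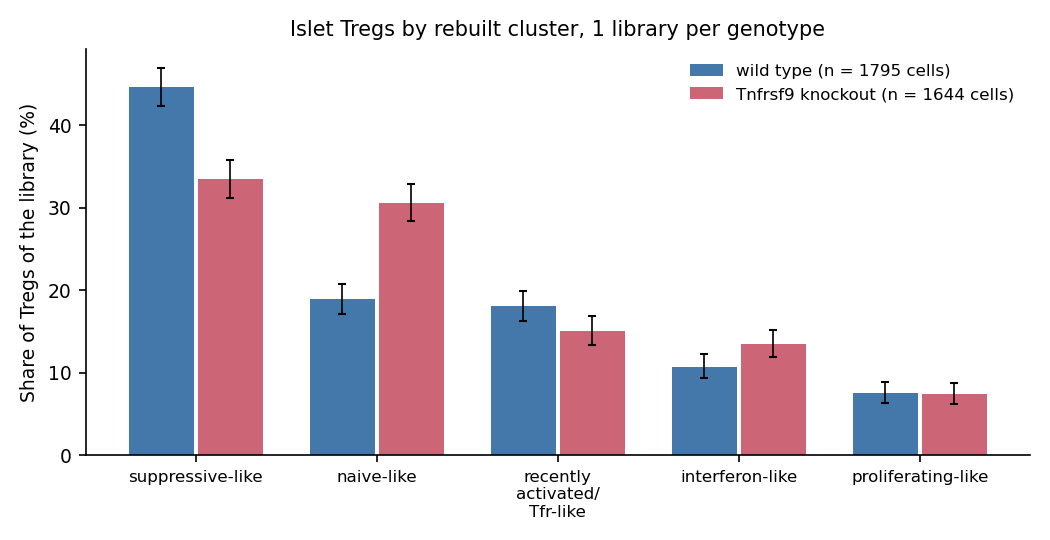
Share of islet Tregs (percent, vertical axis) in each rebuilt subset (horizontal axis), with blue bars for the wild-type library (1795 cells) and red bars for the knockout library (1644 cells). Error bars are 95% exact binomial intervals and cover counting error only. The suppressive-like bars fall from 44.6% to 33.5%, and the naïve-like bars rise from 18.9% to 30.6%. Under several other settings no cluster of Tregs was named naïve-like.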

Next, we developed an R package, exonBlocks, to determine whether the differentiation states of Foxp3^+^ Tregs influenced the alternative splicing of exon 7 (encoding the transmembrane domain). 

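*Tnfrsf9* lies on the plus strand of chromosome 4 of GRCm38 (mm10), from 150914562 to 150946102. GENCODE lists 9 transcripts of it, of which 4 contain exon 7, 2 join exon 6 to exon 8 without it, and 3 end before it begins. The full transcript has 8 exons and 2099 bases and encodes a protein of 256 residues. Exon 7 spans 150935422 to 150935556 and lies wholly within the coding sequence. Its 135 bases are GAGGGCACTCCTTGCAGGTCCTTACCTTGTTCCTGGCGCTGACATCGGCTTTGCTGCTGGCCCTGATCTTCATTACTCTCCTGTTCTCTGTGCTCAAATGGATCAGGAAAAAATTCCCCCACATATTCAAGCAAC, and they touch residues 180 to 225. As 135 is a multiple of 3, skipping the exon keeps the reading frame. Exon 6 (150934287 to 150934411, 125 bases) precedes it, and an intron of 9216 bases separates it from exon 8 (150944773 to 150946102). Exon 8 has 1330 bases, of which 1232 follow the stop codon and belong to the 3′ UTR. Reads of a 3′ library start near the end of the transcript, and in the full transcript the end of exon 7 lies 1330 bases from it. Some annotated transcripts with exon 7 end sooner: in one of them exon 8 has 460 bases, and another ends with exon 7. The paper did find reads that join exons 6, 7 and 8 in the wild-type library. The deposited counts give UMIs per gene and do not say which exons the reads covered, so the use of exon 7 per cell was not analysed here.

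**Figure D3:**
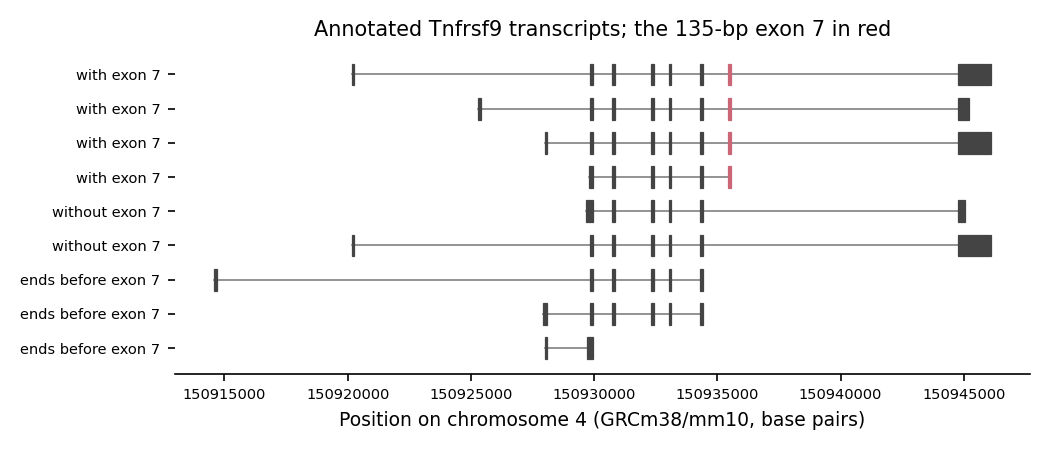
The 9 annotated transcripts of *Tnfrsf9* (1 per line) along chromosome 4 of GRCm38 (horizontal axis, position in bases), with exons as boxes, introns as lines and exon 7 in red. The red box is present in 4 transcripts, 2 go from exon 6 to exon 8 without it, and 3 end before its position.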

Exon 7 alternative splicing was found to occur in all cell clusters without an apparent preference (Fig. S5 A). It was noted that many cells preferentially expressed either the soluble or the membrane form (i.e., excluding or including exon 7, respectively). However, this observation is likely due to a low number of *Tnfrsf9* unique molecular identifiers (UMIs) that were recovered from *Tnfrsf9*^+^ cells and contained informative reads.

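At least 1 *Tnfrsf9* UMI was found in 885 of 1795 wild-type Tregs (49.3%, exact binomial interval 47.0 to 51.6%), whichever exons its reads covered. These positive cells held a median of 2 *Tnfrsf9* UMIs and a mean of 3.91, and the highest had 53. A single UMI was found in 304 of them (34.4%), and 250 (28.2%) had 5 or more. As a background, 9 of 173 wild-type naïve-like CD8 T cells had a *Tnfrsf9* UMI (5.20%, 2.41 to 9.65%), at a median depth of 5065 UMIs per cell against 4281 in Tregs. After each cell was thinned to 2000 UMIs, which left out 119 shallower Tregs and none of these CD8 T cells, the shares were 33.0% (30.7 to 35.3%) and 1.73% (0.359 to 4.98%). Of the alternatives tried for wild-type Tregs, this thinning gave the lowest share, and taking Tregs as the cells with a *Foxp3* UMI and no *Cd8a* or *Cd8b1* UMI gave the highest, 56.6%. By subset, 61.5% of suppressive-like, 59.4% of recently activated/Tfr-like, 26.9% of interferon-like, 13.8% of naïve-like and 73.5% of proliferating-like wild-type Tregs had a *Tnfrsf9* UMI. After thinning these shares were 47.4%, 34.5%, 18.1%, 9.45% and 26.5%, with 75, 6, 5, 33 and 0 shallower cells left out. Summed over the subset, *Tnfrsf9* reached 526 CPM (504 to 549) in suppressive-like, 333 in recently activated/Tfr-like, 106 in interferon-like, 59.8 in naïve-like and 190 CPM in proliferating-like cells. The proliferating-like cells, with the largest share before thinning, had a median of 14343 UMIs per cell. In suppressive-like cells a positive cell held a median of 3 *Tnfrsf9* UMIs, and in naïve-like cells a median of 1.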

**Figure 5.**
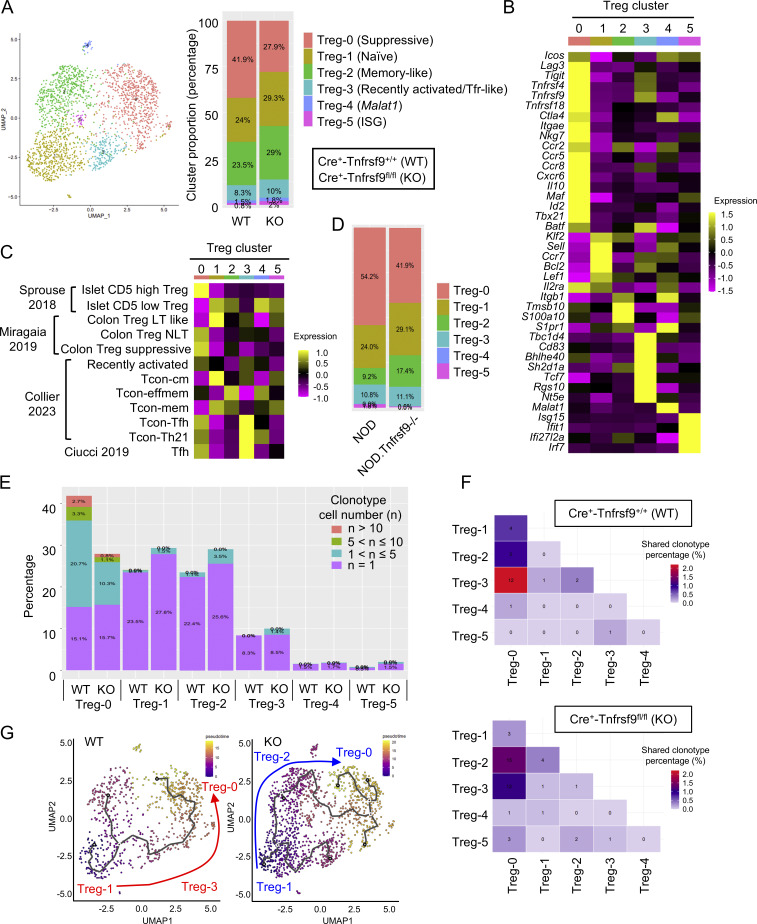
**scRNA-seq analysis reveals altered differentiation and clonal expansion of islet-infiltrating Foxp3** ^**+**^ **Tregs in *Cre*** ^**+**^ **-*Tnfrsf9*** ^**fl/fl**^ **mice. (A)** UMAP plot of islet-infiltrating Foxp3^+^ T cells reclustered from CD4-2 (Treg) cells shown in Fig. 3 A. Bar plots show the proportions of the clusters. **(B)** Heatmap of key cluster marker genes. **(C)** Gene module scores of the signatures obtained from the previously defined Foxp3^+^ Treg (Sprouse et al., 2018; Miragaia et al., 2019) and conventional CD4 T cell (Collier et al., 2023) differentiation states. **(D)** Bar plots show the proportions of islet-infiltrating WT NOD and NOD.*Tnfrsf9*^−/−^ Foxp3^+^ Tregs projected onto the clusters defined in A. **(E)** Clonal expansion of *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) cells within each Treg cluster. The percentages of cells in clonotypes with 1, 2–5, 6–10, or >10 cells in the indicated cluster are shown. **(F)** Tile plots showing the percentage of clonotype overlap across clusters in *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) Tregs. The number in each tile indicates the number of unique clonotypes shared by the two clusters. **(G)** Differentiation trajectory of *Cre*^+^-*Tnfrsf9*^+/+^ (WT) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (KO) Tregs.

**Figure S5.**
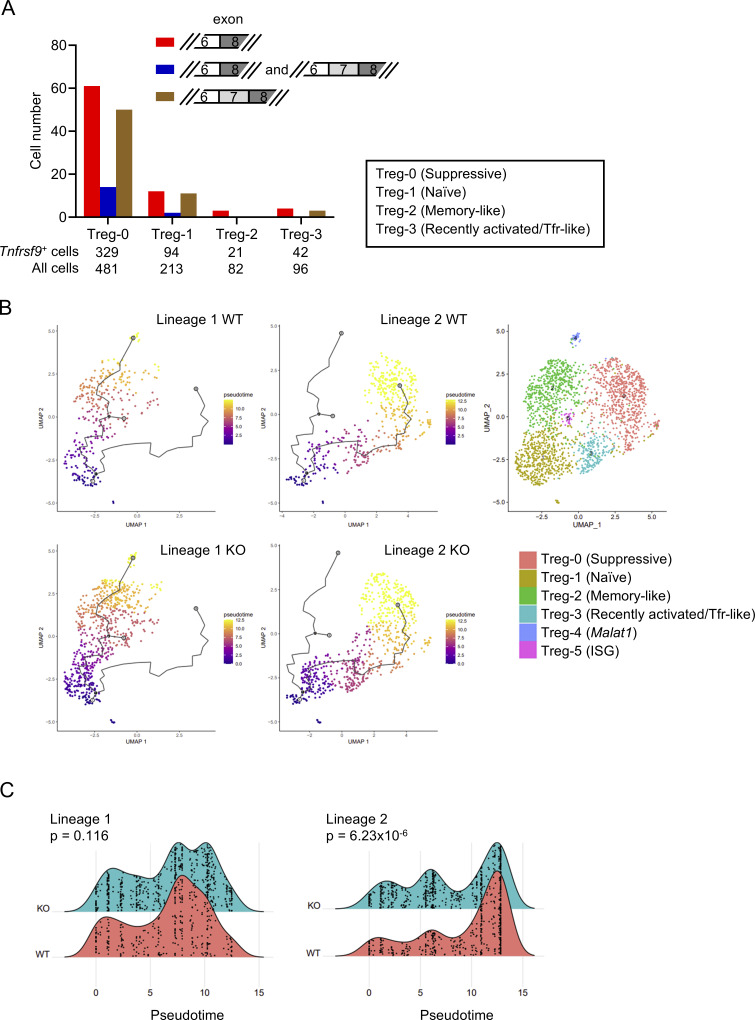
**Analysis of islet Foxp3** ^**+**^ **Treg cluster cells, related to Fig. 5. (A)** Analysis of *Tnfrsf9* exon 7 (transmembrane domain–encoding exon) alternative splicing in Foxp3^+^ Tregs of different differentiation states using WT cells shown in Fig. 5 D. The bar plot only contains cells with informative reads mapped to *Tnfrsf9* exons 6/7, 7/8, or 6/8. **(B)** Cre^+^-*Tnfrsf9*^+/+^ (WT) and Cre^+^-*Tnfrsf9*^fl/fl^ (KO) Foxp3^+^ Tregs were combined and analyzed for differentiation pseudotime by Monocle 3. UMAPs of lineages 1 and 2 of Cre^+^-*Tnfrsf9*^+/+^ (WT) and Cre^+^-*Tnfrsf9*^fl/fl^ (KO) Foxp3^+^ Treg clusters are shown. **(C)** Distribution of WT or KO Foxp3^+^ Tregs along the pseudotime of lineage 1 or 2. Statistical significance was determined by the Kolmogorov–Smirnov test.

Next, *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ Tregs were further compared by TCR clonotype analysis. Most cells of expanded clones were in cluster Treg-0 (suppressive), consistent with their highly activated phenotype (Fig. 5 E). Interestingly, within the Treg-0 (suppressive) cluster, a higher frequency of cells from expanded clones was found in *Cre*^+^-*Tnfrsf9*^+/+^ mice compared with the counterpart of *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. Conversely, the frequency of cells from expanded clones in Treg-1, Treg-2, and Treg-3 clusters trended higher in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. Clonotype overlap among different Treg clusters was analyzed to determine developmental relatedness (Fig. 5 F). Of note, the highest clonotype overlap was found between clusters Treg-0 (suppressive) and Treg-3 (recently activated/Tfr-like) in *Cre*^+^-*Tnfrsf9*^+/+^ Tregs, but it was between Treg-0 (suppressive) and Treg-2 (memory-like) in the *Cre*^+^-*Tnfrsf9*^fl/fl^ counterparts (Fig. 5 F), suggesting an alteration of their differentiation pathways in the absence of CD137. To further test this possibility, we determined the differentiation trajectory of *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ Tregs separately using Monocle 3 (Cao et al., 2019). This analysis revealed that the main differentiation path for *Cre*^+^-*Tnfrsf9*^+/+^ Tregs was from Treg-1 (naïve) to Treg-3 (recently activated/Tfr-like) and then to Treg-0 (suppressive). However, the main trajectory of *Cre*^+^-*Tnfrsf9*^fl/fl^ Treg differentiation was from Treg-1 (naïve) to Treg-2 (memory-like) and then to Treg-0 (suppressive) (Fig. 5 G). Having determined the individual differentiation trajectory, we analyzed both *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ Tregs together to directly compare their pseudotemporal progression. Differentiation lineages 1 and 2 were identified that respectively passed through clusters Treg-2 (memory-like) and Treg-3 (recently activated/Tfr-like) (Fig. S5 B). Distribution of *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ Tregs along lineage 1 pseudotime was similar (Fig. S5 C). However, more *Cre*^+^-*Tnfrsf9*^fl/fl^ Tregs were located within the first half, and conversely, more *Cre*^+^-*Tnfrsf9*^+/+^ cells were in the second half of lineage 2 pseudotime, indicating a paucity of CD137-deficient Foxp3^+^ Tregs to become fully activated (Fig. S5 C).

### Soluble CD137 produced by Foxp3^+^ Tregs suppresses T1D development

Having demonstrated that complete CD137 deletion in Foxp3^+^ Tregs triggered hyperactivation of islet-infiltrating CD4 and CD8 T cells and rapid T1D onset, we sought to determine whether retaining their soluble CD137 production but not the membrane form is sufficient to alleviate the disease. To test this, we generated a second *Tnfrsf9* conditional knockout allele (*Tnfrsf9*^E7fl/fl^) that allowed us to delete cell surface CD137 but retain the soluble form by removing the transmembrane domain–encoding exon 7. The NOD.*Tnfrsf9*^E7fl/fl^ strain was then crossed to the NOD.*Foxp3*-*Cre* stock to generate mice where Foxp3^+^ Tregs lacked membrane CD137 (designated *Cre*^+^-*Tnfrsf9*^E7fl/fl^). Specific deletion of cell surface CD137 was confirmed in Foxp3^+^ Tregs (Fig. 6 A). Importantly, Foxp3^+^ Tregs isolated from *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^E7fl/fl^ mice produced comparable levels of soluble CD137 in culture (Fig. 6 B). Serum CD137 in *Cre*^+^-*Tnfrsf9*^E7fl/fl^ mice was also restored to a level similar to that detected in the wild-type control (Fig. 6 C). In both females and males, retaining the ability of Foxp3^+^ Tregs to produce soluble CD137 in *Cre*^+^-*Tnfrsf9*^E7fl/fl^ mice delayed T1D development when compared to *Cre*^+^-*Tnfrsf9*^fl/fl^ mice where Foxp3^+^ Tregs lacked both soluble and cell surface CD137 (Fig. 6 D). When compared to their wild-type littermate controls, T1D development was accelerated in *Cre*^+^-*Tnfrsf9*^E7fl/fl^ males (Fig. 6 D). While the overall T1D incidence did not differ between *Cre*^+^-*Tnfrsf9*^E7fl/fl^ females and their wild-type littermate controls, the average time to diabetes onset was shorter in *Cre*^+^-*Tnfrsf9*^E7fl/fl^ than *Cre*^+^-*Tnfrsf9*^+/+^ littermates (13.82 ± 0.96 versus 18.33 ± 1.2 wk; P < 0.05, unpaired *t* test).

**Figure 6.**
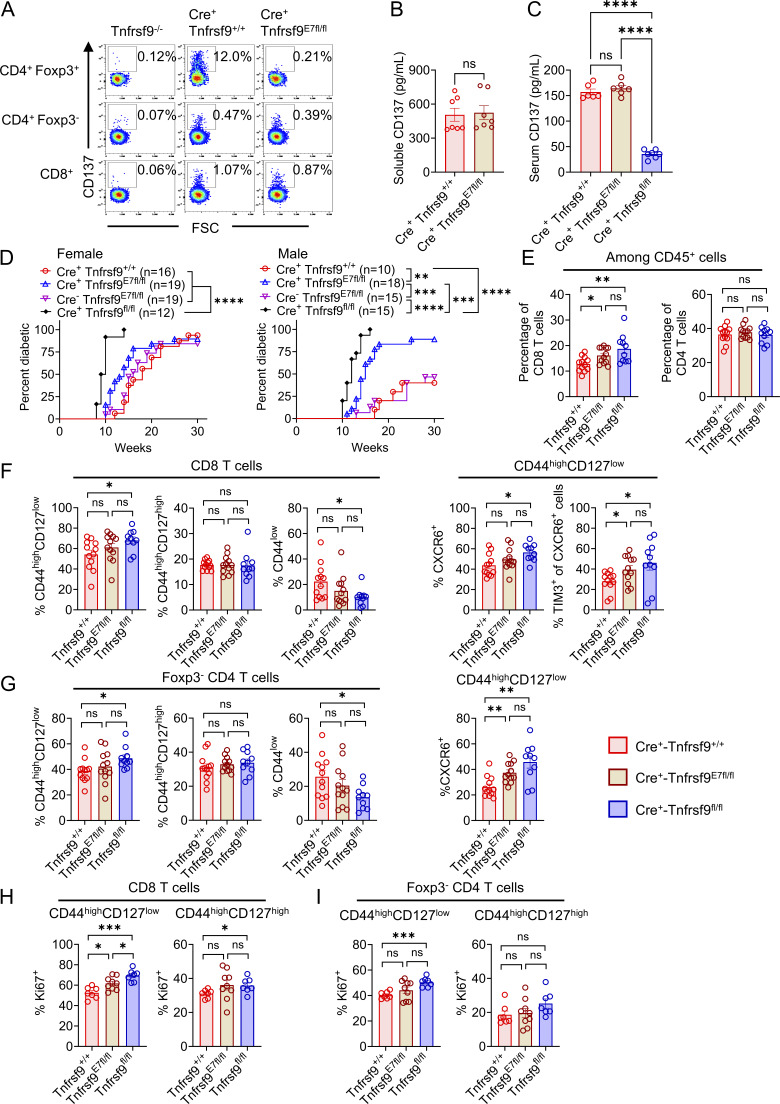
**Foxp3** ^**+**^ **Tregs mediate T1D suppression through soluble CD137. (A)** CD137 expression in splenic Foxp3^+^ and Foxp3^−^ CD4 T cells and CD8 T cells of *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^E7fl/fl^ mice. NOD.*Tnfrsf9*^−/−^ cells were used as the negative control. Representative flow cytometry profiles of three mice per genotype are shown. **(B)** Soluble CD137 produced by cultured *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^E7fl/fl^ splenic Foxp3^+^ Tregs (*n* = 7). ns: not significant. **(C)** Circulating soluble CD137 in 7- to 9-wk-old *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^E7fl/fl^, and *Cre*^+^-*Tnfrsf9*^fl/fl^ males. ****P < 0.0001 by an unpaired *t* test. **(D)** T1D incidence study of *Cre*^+^-*Tnfrsf9*^fl/fl^ mice and *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^E7fl/fl^, and *Cre*^−^-*Tnfrsf9*^E7fl/fl^ female (left) and male (right) littermates. *P < 0.05; **P < 0.005; ***P < 0.0005; ****P < 0.0001 by a log-rank test. **(E)** Frequencies of islet-infiltrating CD4 and CD8 T cells in 8- to 10-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^E7fl/fl^, and *Cre*^+^-*Tnfrsf9*^fl/fl^ females. **(F and G)** Frequencies of CD8 (F) and Foxp3^−^ CD4 (G) T cell subsets in islets of 8- to 10-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^E7fl/fl^, and *Cre*^+^-*Tnfrsf9*^fl/fl^ females. **(H and I)** Frequencies of Ki67^+^ cells in CD8 (H) and Foxp3^−^ CD4 (I) T cell subsets in islets of 8- to 10-wk-old prediabetic *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^E7fl/fl^, and *Cre*^+^-*Tnfrsf9*^fl/fl^ females. *P < 0.05; **P < 0.005; ***P < 0.0005 by an unpaired *t* test. ns: not significant. Results shown for E–I are summarized from five to seven experiments.

Analysis of islet-infiltrating T cells by flow cytometry revealed less changes in *Cre*^+^-*Tnfrsf9*^E7fl/fl^ than *Cre*^+^-*Tnfrsf9*^fl/fl^ females, when compared to the *Cre*^+^-*Tnfrsf9*^+/+^ wild-type control (Fig. 6, E–I). The percentage of CD8 T cells was higher in the islets of *Cre*^+^-*Tnfrsf9*^E7fl/fl^ mice than the *Cre*^+^-*Tnfrsf9*^+/+^ control, albeit the magnitude of increase was not as significant as that observed in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (Fig. 6 E). Based on the CD44 and CD127 expression patterns, the frequencies of effector, memory, and naïve subsets of CD8 and Foxp3^−^ CD4 T cells were comparable between *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^E7fl/fl^ females (Fig. 6, F and G). Similar to *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, the percentages of terminally differentiated CD8 T cells (TIM3^+^ among CXCR6^+^CD44^high^CD127^low^) and Th1 CD4 T effector cells (CXCR6^+^ among CD44^high^CD127^low^) were also higher in *Cre*^+^-*Tnfrsf9*^E7fl/fl^ mice (Fig. 6, F and G). Proliferation of CD8 and Foxp3^−^ CD4 T cells was mostly similar between *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^E7fl/fl^ strains (Fig. 6, H and I). While the frequency of Ki67^+^ cells among islet CD44^high^CD127^low^ CD8 T effectors was increased in *Cre*^+^-*Tnfrsf9*^E7fl/fl^ mice relative to the *Cre*^+^-*Tnfrsf9*^+/+^ control, it was reduced when compared to *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. Collectively, these results provide direct *in vivo* evidence to demonstrate that soluble CD137 produced by Foxp3^+^ Tregs is immunosuppressive and membrane CD137 expressed on Foxp3^+^ Tregs also contributes to their T1D suppressive function.

### Cell surface CD137 regulates the differentiation of islet Foxp3^+^ Tregs

Based on the scRNA-seq results, we designed a flow cytometry antibody panel that identified the four major differentiation states of islet Foxp3^+^ Tregs (naïve, suppressive, memory-like, and recently activated/Tfr-like, respectively, defined as CD62L^+^, CD62L^−^ CD103^+^ and/or CXCR6^+^, CD62L^−^CD103^−^CXCR6^−^CD127^+^, and CD62L^−^CD103^−^CXCR6^−^CD127^−^) (Fig. 7, A and B). The expression patterns of T-bet, TIGIT, LAG3, PD-1, ICOS, CCR8, and CD25 in these four subsets were consistent with the levels of their corresponding transcripts in the scRNA-seq results (Fig. 7, A and B). CD137 was more highly expressed in suppressive and recently activated/Tfr-like subpopulations than naïve and memory-like cells, also reflecting their corresponding *Tnfrsf9* transcript levels (Fig. 7, C and D). Having established the gating strategy for the four islet Foxp3^+^ Treg subpopulations, we next asked whether cell surface CD137 controlled their abundance by comparing *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^E7fl/fl^, and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. Similar to *Cre*^+^-*Tnfrsf9*^fl/fl^ mice, the frequency of Foxp3^+^ Tregs was significantly reduced in the islets of *Cre*^+^-*Tnfrsf9*^E7fl/fl^ mice (Fig. 7 E). Among islet Foxp3^+^ Tregs, the percentages of naïve cells were significantly higher in *Cre*^+^-*Tnfrsf9*^E7fl/fl^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ than in *Cre*^+^-*Tnfrsf9*^+/+^ mice (Fig. 7 F). Conversely, the frequencies of the suppressive Foxp3^+^ Tregs were significantly lower in *Cre*^+^-*Tnfrsf9*^E7fl/fl^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ than in *Cre*^+^-*Tnfrsf9*^+/+^ mice (Fig. 7 F). These results suggest that cell surface CD137 regulates the differentiation of islet Foxp3^+^ Tregs. Next, mixed bone marrow chimeras (MBMCs) generated with *Cre*^+^-*Tnfrsf9*^fl/fl^ (CD45.1^+^) and NOD.*CD45.2* BM cells were analyzed to further confirm the cell-intrinsic role of CD137 in Foxp3^+^ Tregs (Fig. 8, A and B). As a control, MBMCs were generated using *Cre*^+^-*Tnfrsf9*^+/+^ (CD45.1^+^) and NOD.*CD45.2* BM cells. In islets of MBMCs, the frequency of Foxp3^+^ Tregs was reduced when they could not express CD137 (Fig. 8 C). In addition, Foxp3^+^ Tregs derived from *Cre*^+^-*Tnfrsf9*^fl/fl^ BM had proportionally more naïve and less suppressive subpopulations respectively than the counterparts from the wild-type (Fig. 8 D). In contrast, the differences described above were not observed between *Cre*^+^-*Tnfrsf9*^+/+^ (CD45.1^+^) and NOD.*CD45.2* Foxp3^+^ Tregs in the islets of the control MBMCs (Fig. 8, E and F). Thus, CD137 intrinsically controls the accumulation and differentiation of islet Foxp3^+^ Tregs.

**Figure 7.**
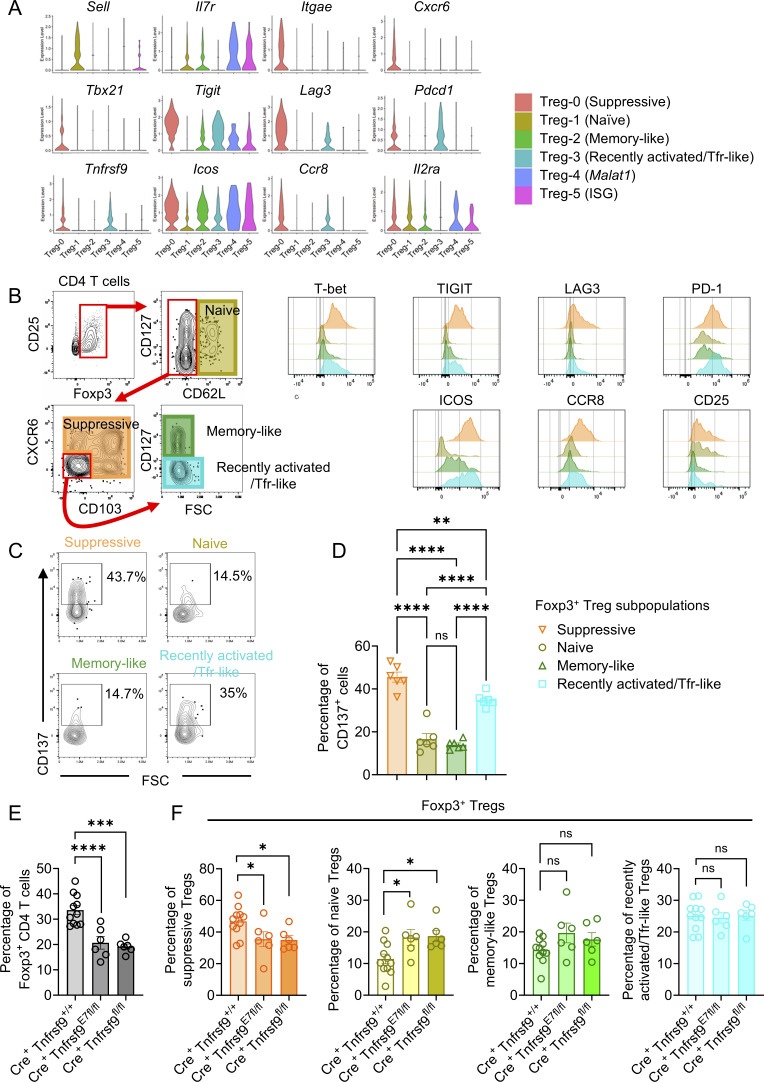
**Subset analysis of islet Foxp3** ^**+**^ **Tregs. (A)** Violin plots showing the expression levels of select markers in the suppressive, naïve, memory-like, and recently activated/Tfr-like Foxp3^+^ Treg clusters shown in Fig. 5 A. **(B)** Gating strategy defining naïve (CD62L^+^), suppressive (CD62L^−^ CD103^+^ and/or CXCR6^+^), memory-like (CD62L^−^CD103^−^CXCR6^−^CD127^+^), and recently activated/Tfr-like (CD62L^−^CD103^−^CXCR6^−^CD127^−^) subpopulations of islet Foxp3^+^ Tregs in WT NOD mice and their expression patterns of T-bet, TIGIT, LAG3, PD-1, ICOS, CCR8, and CD25. **(C and D)** CD137 expression in suppressive, naïve, memory-like, and recently activated/Tfr-like subpopulations of islet Foxp3^+^ Tregs in WT NOD mice. **(C)** Representative flow cytometry plots showing CD137 expression in the four subpopulations of islet Foxp3^+^ Tregs. **(D)** Summarized results from two experiments. **P < 0.005; ****P < 0.0001 by one-way ANOVA followed by Tukey’s multiple comparisons test. ns: not significant. **(E)** Frequencies of Foxp3^+^ Tregs among CD4 T cells in the islets of *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^E7fl/fl^, and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. Combined results from more than two experiments are shown. ***P < 0.0005; ****P < 0.0001 by an unpaired *t* test. **(F)** Frequencies of suppressive, naïve, memory-like, and recently activated/Tfr-like subpopulations of Foxp3^+^ Tregs in the islets of *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^E7fl/fl^, and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. Combined results from more than two experiments are shown. *P < 0.05 by an unpaired *t* test. ns: not significant.

**Figure 8.**
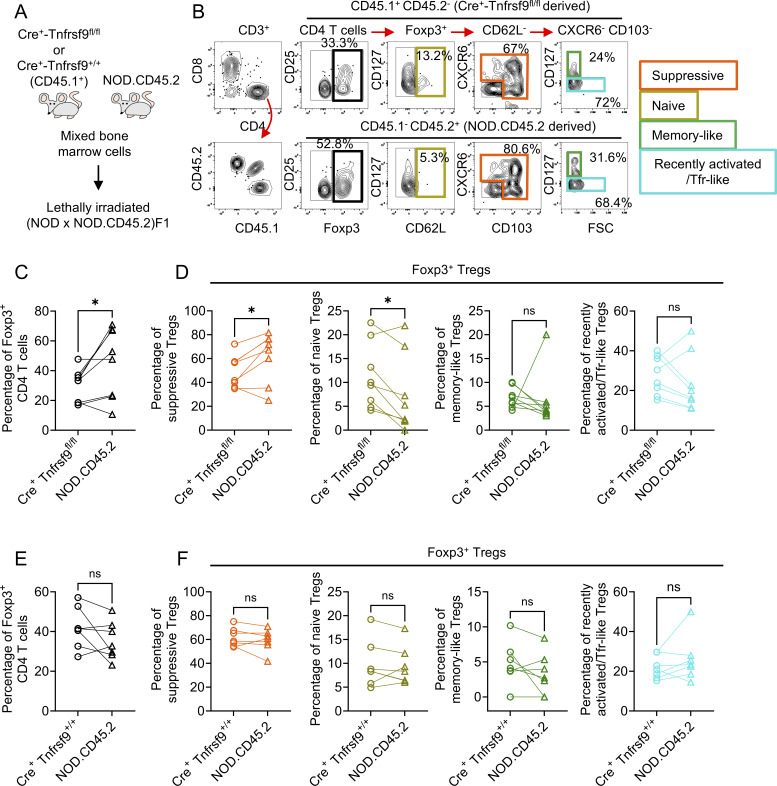
**Differentiation of islet Foxp3** ^**+**^ **Tregs is intrinsically controlled by cell surface CD137. (A)** Design of the MBMC experiment. **(B)** Gating strategy for naïve (CD62L^+^), suppressive (CD62L^−^ CD103^+^ and/or CXCR6^+^), memory-like (CD62L^−^CD103^−^CXCR6^−^CD127^+^), and recently activated/Tfr-like (CD62L^−^CD103^−^CXCR6^−^CD127^−^) subpopulations of Foxp3^+^ Tregs in the islets of the *Cre*^+^-*Tnfrsf9*^fl/fl^ and NOD.*CD45.2* MBMCs. **(C)** Frequencies of *Cre*^+^-*Tnfrsf9*^fl/fl^ and NOD.*CD45.2*-derived Foxp3^+^ Tregs among the respective CD4 T cells in the islets of the MBMCs. *P < 0.05 by a paired *t* test. Results are summarized from three experiments. **(D)** Frequencies of *Cre*^+^-*Tnfrsf9*^fl/fl^ and NOD.*CD45.2*-derived suppressive, naïve, memory-like, and recently activated/Tfr-like subpopulations within the respective Foxp3^+^ Tregs in the islets of the MBMCs. *P < 0.05 by a paired *t* test. ns: not significant. Results are summarized from three experiments. **(E)** Frequencies of *Cre*^+^-*Tnfrsf9*^+/+^ and NOD.*CD45.2*-derived Foxp3^+^ Tregs among the respective CD4 T cells in the islets of the control MBMCs. **(F)** Frequencies of *Cre*^+^-*Tnfrsf9*^+/+^ and NOD.*CD45.2*-derived suppressive, naïve, memory-like, and recently activated/Tfr-like subpopulations within the respective Foxp3^+^ Tregs in the islets of the control MBMCs. ns: not significant by a paired *t* test. Results are summarized from three experiments.

## Discussion

Several TNFRSF members are expressed by Foxp3^+^ Tregs, and studies have identified their unique and overlapping roles in Treg development, differentiation, and functions (Lubrano di Ricco et al., 2020; Mahmud et al., 2014; Vasanthakumar et al., 2017; Watts et al., 2025). Here, we demonstrate that CD137 expression in Foxp3^+^ Tregs plays an important and nonredundant role in restraining ongoing autoimmunity in peripheral tissues. Specifically, complete deletion of CD137 in Foxp3^+^ Tregs leads to significantly increased salivary and lacrimal gland inflammation and substantially accelerated T1D, all of which spontaneously develop in NOD mice. It appears that CD137 expressed by Foxp3^+^ Tregs is not essential for preventing systemic autoimmune inflammation, albeit early T1D onset precludes us from examining older mice to rule out this role. Our study further indicates that both soluble and membrane forms of CD137 contribute to Foxp3^+^ Treg–mediated T1D suppression. In conjunction with previous reports, the current study provides conclusive *in vivo* evidence to show that Foxp3^+^ Treg–derived soluble CD137 is immunosuppressive (Itoh et al., 2019; Kachapati et al., 2012; Kachapati et al., 2013).

The analyses of islet-infiltrating T cells indicate that soluble and cell surface CD137 expressed by Foxp3^+^ Tregs exerted different regulatory functions. The complete absence of CD137 in Foxp3^+^ Tregs promoted effector T cell accumulation, proliferation, and terminal differentiation in islets. Deletion of the cell surface CD137 alone in Foxp3^+^ Tregs did not alter the accumulation and had reduced impacts on proliferation of islet effector T cells, but the latter still displayed a more differentiated phenotype (i.e., increased TIM3 expression in CD8 T cells). Soluble CD137 can directly suppress proliferation and cytokine production by T cells *in vitro* in an APC-independent manner by binding to CD137L expressed on activated T cells (Itoh et al., 2019; Kachapati et al., 2013). In those analyses, CD8 T cells were more affected than CD4 T cells, consistent with the observation in the current study. Soluble CD137 can also suppress T cells by blocking the interaction between CD137L on APCs and CD137 on CD8 T cells, an interaction critical for the diabetogenic activity of CD8 T cells (Foda et al., 2020; Forsberg et al., 2017). Consistently, enhanced expansion and effector differentiation were more prominent for CD8 T cells than Foxp3^−^ CD4 T cells in the lacrimal gland, salivary gland, and islets of Cre^+^-Tnfrsf9^fl/fl^ mice. Collectively, our results suggest that the major target of CD137-dependent Foxp3^+^ Treg–mediated regulation is CD8 T cells. Deletion of cell surface CD137 in Foxp3^+^ Tregs reduced those with a highly suppressive phenotype, as well as their clonal expansion in islets. These highly activated Foxp3^+^ Tregs displayed a gene expression pattern similar to islet CD5^high^ Foxp3^+^ Tregs (Fig. 5 C), which have superior T1D suppressing activity relative to CD5^low^ Foxp3^+^ Tregs (Sprouse et al., 2018). Thus, cell surface CD137 is important for the accumulation of highly suppressive islet Foxp3^+^ Tregs capable of carrying out their regulatory activities through various mechanisms, including tolerogenic interaction with APCs (Dikiy and Rudensky, 2023; Vignali et al., 2008). CD137 on Foxp3^+^ Tregs can also remove CD137L from the cell surface of APCs through trogocytosis (Luu et al., 2021). These collective mechanisms provide an explanation to why complete deletion of CD137 in Foxp3^+^ Tregs had a more profound impact on T1D development than deletion of the cell surface CD137 alone. Human studies have demonstrated that *TNFRSF9* (CD137) is highly expressed in human tumor–infiltrating Tregs across different cancer types, and depletion of CD137^+^ Tregs enhances antitumor responses in mouse models (Buchan et al., 2018; Freeman et al., 2020; Magnuson et al., 2018; Zheng et al., 2021). However, it remains to be determined whether both soluble and cell surface CD137 contribute to the suppressive activity of tumor-infiltrating Tregs.

The current study reveals a CD137-controlled fine balance between CD8 T cells and Foxp3^+^ Tregs. In sharp contrast to the rapid diabetes development observed in *Cre*^+^-*Tnfrsf9*^fl/fl^ mice (CD137 deletion only in Foxp3^+^ Tregs), T1D onset in CD137 or CD137L global knockout NOD mice is delayed (Chen et al., 2014; Foda et al., 2020). CD137 signaling in diabetogenic CD8 T cells is critical for their terminal differentiation, expansion, and survival (Foda et al., 2020; Forsberg et al., 2017). Thus, when CD8 T effectors are compromised, the immunoregulatory role of CD137 in Foxp3^+^ Tregs is masked. This interpretation is further supported by the *Tnfsf9*^−/−^*Cre*^+^-*Tnfrsf9*^fl/fl^ splenocyte transfer experiment. In *Tnfsf9*^−/−^*Cre*^+^-*Tnfrsf9*^fl/fl^ mice where diabetogenic CD8 T cells were impaired, Foxp3^+^ Treg–specific deletion of CD137 did not accelerate T1D development when compared to the wild-type mice. However, upon transfer to CD137L-expressing NOD.*Rag1*^−/−^ recipients where CD137 signaling in CD8 T cells was restored, *Tnfsf9*^−/−^*Cre*^+^-*Tnfrsf9*^fl/fl^ splenocytes caused more rapid diabetes onset than the *Tnfsf9*^−/−^*Cre*^−^-*Tnfrsf9*^fl/fl^ counterparts (Fig. 1 I). CD137 agonistic antibodies have been studied extensively for boosting the antitumor or antivirus activities of CD8 T cells (Salek-Ardakani et al., 2023). Paradoxically, CD137 agonistic antibodies have also been used to suppress autoimmunity in mouse models (Lee et al., 2025; Salek-Ardakani et al., 2023). Our results support that alteration of the balance between CD137^+^ CD8 T cells and CD137^+^ Foxp3^+^ Tregs may improve the efficacy of anti-CD137 antibodies in both disease conditions. Of note, it has been shown that the isotypes of anti-CD137 antibodies dictate their depleting and stimulating activities and an Fc-engineered anti-CD137 antibody capable of depleting Tregs and stimulating CD8 T cells has an enhanced antitumor activity (Buchan et al., 2018).

In contrast to the immunosuppressive role described here, CD137 signaling in Foxp3^+^ Tregs has been shown to cause their dysfunction in skin under chronic Th17-mediated inflammatory conditions (Neuwirth et al., 2025). This study reported that keratinocytes upregulated CD137L in response to a Th17 environment, which in turn stimulated the expression of spermidine/spermine N1-acetyltransferase (SSAT), an enzyme involved in polyamine metabolism, in Foxp3^+^ Tregs and subsequently reduced their suppressive capacity. In our scRNA-seq data, the expression of *Sat1* (encoding SSAT) was not significantly different between *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ Tregs (Fig. S4 G), suggesting that wild-type and CD137-deficient Tregs were not differently affected by SSAT in the inflamed islets. Thus, the role of cell surface CD137 in Foxp3^+^ Tregs is context-dependent, possibly influenced by the tissue microenvironment and the disease condition.

Several questions regarding the function of CD137 expressed by Foxp3^+^ Tregs remain to be addressed. Myeloid APCs and B cells are important for T1D development by supporting the activation, differentiation, and expansion of T cells, which in turn stimulate APCs, forming interconnected positive feedback loops to further enhance disease progression (Bass and Bonami, 2024; Ciecko et al., 2025; Zakharov et al., 2020). It remains to be determined whether CD137^+^ Foxp3^+^ Tregs directly suppress the function of myeloid APCs and B cells through soluble or cell surface CD137 to halt T1D progression. Cell surface CD137 is critical for the accumulation and differentiation of Foxp3^+^ Tregs in pancreatic islets of NOD mice, suggesting that local CD137L^+^ APCs sustain activated Foxp3^+^ Tregs in an environment with heightened inflammation. Additional studies are required to identify the APC subsets that support the accumulation of highly activated islet Foxp3^+^ Tregs through the CD137L-CD137 interaction. Currently, we do not know how cell surface CD137 promotes the accumulation of highly activated islet Foxp3^+^ Tregs, albeit scTCR-seq results suggest that CD137 signaling is important for their clonal expansion. Previously, CD137L-containing leukemic extracellular vesicles have been shown to stimulate CD30, TNFR2, and LAG3 expression on Tregs and enhance their suppressive activity *in vitro* (Swatler et al., 2022). In a uropathogenic *Escherichia coli* infection mouse model, CD137L-expressing macrophages promote PD-1 and CTLA4 expression on Foxp3^+^ Tregs (Liu et al., 2025). These studies suggest that CD137L-induced CD137 signaling in Foxp3^+^ Tregs promotes their activation and effector function. CD137 signaling in CD8 T cells has been shown to increase mitochondrial function and fitness (Menk et al., 2018; Teijeira et al., 2018). Proper mitochondrial function is critical for maintaining Foxp3^+^ Tregs and their suppressive activity (Fu et al., 2019; Yang et al., 2017). Together, these results suggest that cell surface CD137 may enhance the accumulation of highly activated islet Foxp3^+^ Tregs by modulating mitochondrial fitness and metabolic programming, a possibility needs to be tested in the future.

In conclusion, our study provides significant insight into the roles of cell surface and soluble CD137 in Foxp3^+^ Tregs. We demonstrate that Foxp3^+^ Tregs are the main producers of soluble CD137 *in vivo* and that both membrane and soluble CD137 expressed by Foxp3^+^ Tregs are important for suppressing autoimmune diabetes through distinct mechanisms. As human Tregs also express cell surface CD137 and produce immunosuppressive soluble CD137, our results highlight the potential for therapeutic modulation of this pathway in human autoimmune diseases.

## Materials and methods

### Mice

NOD/ShiLtJ (RRID:IMSR_JAX:001976), NOD.129S7(B6)-*Rag1*^*tm1Mom*^/J (RRID:IMSR_JAX:003729), NOD.B6-*Ptprc*^*b*^/6908MrkTacJ (RRID:IMSR_JAX:014149), and NOD/ShiLt-Tg(Foxp3-EGFP/cre)1cJbs/J (RRID:IMSR_JAX:008694) were purchased from The Jackson Laboratory (JAX) and maintained at the Medical College of Wisconsin (MCW). The founders of *Tnfrsf9* conditional knockout–ready NOD mice (designated NOD.*Tnfrsf9*^fl/fl^) were generated by JAX Mouse Model Generation Service using the CRISPR/Cas9 system to insert loxP sites flanking the second exon of *Tnfrsf9* directly in NOD embryos. The membrane CD137 conditional knockout–ready NOD mice (designated NOD.*Tnfrsf9*^E7fl/fl^) were generated by JAX Mice Model Generation Service using the CRISPR/Cas9 system to insert loxP sites flanking the seventh exon (encoding the transmembrane domain) of *Tnfrsf9* directly in NOD embryos. Both founders were backcrossed to NOD mice for two generations before intercrossing to fix to homozygosity. NOD.*Tnfrsf9*^fl/fl^ mice were crossed to the NOD.*Foxp3*-*Cre* strain to generate Treg-specific knockout of CD137 (designated *Cre*^+^-*Tnfrsf9*^fl/fl^). Similarly, NOD.*Tnfrsf9*^E7fl/fl^ mice were crossed to the NOD.*Foxp3*-*Cre* strain to generate Treg-specific knockout of membrane CD137 (designated *Cre*^+^-*Tnfrsf9*^E7fl/fl^). *Foxp3*-*Cre* was maintained as a hemizygous state in all Cre-expressing mice. NOD.*Rag1*^*−/−*^.*NY8.3*, NOD.*Tnfsf9*^*−/−*^, NOD.*Tnfrsf9*^*−/−*^, NOD.*Foxp3*-*eGFP*, and NOD.*Tnfrsf9*^−/−^.*Foxp3*-*eGFP* mice have been previously described (Chen et al., 2014; Foda et al., 2020; Forsberg et al., 2017). All mice were used in accordance with and approved by Institutional Animal Care and Use Committee guidelines at the MCW.

### Assessment of T1D and histological analysis

T1D and insulitis development were assessed as previously described (Forsberg et al., 2017). Briefly, T1D development was monitored weekly using urine glucose strips (Diastix; Bayer) with onset defined by two consecutive readings of >250 mg/dl. For histological analysis, all tissues were fixed in a 10% buffered formalin, processed, embedded in paraffin, and sectioned. The pancreas was sectioned at 4 nonoverlapping levels. Granulated β cells were stained with aldehyde fuchsin dye and leukocytes with an H&E counterstain. The insulitis score of each islet was determined as follows: 0—no infiltration; 1—leukocytes surrounding islet but no penetration; 2—estimated loss of up to 25% of the β cells; 3—estimated loss of up to 75% of the β cells; and 4—end stage, <25% of the β cells remaining. When available, at least 30 islets were examined and used to calculate the mean insulitis score for each mouse. For lacrimal and salivary glands, 5-µm sections of paired glands were stained with H&E and inflammation was quantified by light microscopy using standard focus scoring (Barr et al., 2017). Slides were analyzed at 10× magnification to determine the number of mononuclear cell foci in tissue sections, with a focus defined as a cluster of at least 50 mononuclear cells. Slides were scanned using PathScan Enabler IV (Meyer Instruments) to obtain digital images, and tissue areas were measured using ImageJ software (US National Institutes of Health) (Schneider et al., 2012). Focus scores were calculated as the number of foci per 4-mm^2^ tissue area. For skin, lung, liver, kidney, stomach, small intestine, and colon, histological analysis was performed by HistoWiz, Inc. The histology images shown in Fig. S1 B were taken directly from the images of the whole scanned slides using a company-provided web-based tool (https://app.histowiz.com). The scanned slide images have been compressed.

### Flow cytometry analysis

Fluorochrome-labeled antibodies specific for CD3 (RRID:AB_312675), CD4 (RRID:AB_494000), CD8a (RRID:AB_2920943), CD127 (RRID:AB_468793), CD62L (RRID:AB_2925410), CD103 (Cat# 56-1031-82; Thermo Fisher Scientific, RRID:AB_2637111), CD44 (RRID:AB_830785), CD45.1 (RRID:AB_2896116), CD45.2 (RRID:AB_893349), Foxp3 (RRID:AB_465243), CD25 (RRID:AB_2925560), CD19 (RRID:AB_2925618), CD137 (RRID:AB_465864), Ki67 (RRID:AB_2925646), PD-1 (RRID:AB_2734947), ICOS (RRID:AB_2687079), CCR8 (RRID:AB_2629604), T-bet (RRID:AB_925761), CXCR6 (RRID:AB_2721670), TIM3 (RRID:AB_2924459), LAG3 (RRID:AB_11151334), TIGIT (RRID:AB_11042152), SLAMF6 (RRID:AB_2188093), F4/80 (RRID:AB_1548747), and CD11c (RRID:AB_493992) were used. All antibodies were purchased from BD Biosciences, BioLegend, or Thermo Fisher Scientific. Mouse MHC class I (K^d^) tetramers loaded with an islet-specific glucose-6-phosphatase catalytic subunit–related protein mimotope peptide NRP-V7 (KYNKANVFL) were obtained from the National Institutes of Health Tetramer Core Facility (Han et al., 2005). Single-cell suspension was prepared from the spleens, PLNs, thymi, lacrimal glands, salivary glands, and islets of mice at the indicated age. Red blood cells were lysed with the ACK lysis buffer, and then, washed cells were suspended in FACS buffer. Cells were first stained with Zombie NIR (BioLegend) at room temperature for 20 min for assessing cell viability. Cells were then blocked with Fc block (BD Biosciences) at room temperature for 10 min. For tetramer staining, cells were incubated with MHC class I tetramers and Fc block for 15 min at room temperature. Other surface antibodies were then added to stain the cells for 30 min at 4°C. For Treg staining, cells were stained for surface markers, washed with FACS buffer, and then fixed/permeabilized for 30 min using the Foxp3 staining buffer from Thermo Fisher Scientific. Fixed cells were washed twice with permeabilization buffer, stained with anti-Foxp3 antibody for 30 min at 4°C, and then washed twice with permeabilization buffer. Stained cells were resuspended in FACS buffer and acquired using the LSRFortessa ×20 flow cytometer (BD Biosciences) or Cytek Aurora (Cytek) spectral flow cytometer. All flow cytometry data were analyzed with FlowJo software (BD Biosciences).

### Islet isolation and analysis of infiltrating immunocytes

Islet-infiltrating cells were prepared as previously described (Serreze et al., 2005). The pancreas was inflated using a 30-gauge needle by injecting 3–5 ml of HBSS containing 0.5 U/ml collagenase P solution (Roche Diagnostics) and 10 μg/ml DNase (Sigma-Aldrich) into the bile duct. The inflated pancreas was digested at 37°C for 15 min. Next, the digested pancreas was washed three times with 10 ml of HBSS containing 2% fetal bovine serum. Each individual pancreas was then suspended in 5 ml complete RPMI 1640. Islets were visualized under a dissecting microscope and hand-picked. Pelleted islets were suspended in 200 μl of enzyme-free cell dissociation buffer (Life Technologies). Cells were then washed with 500 μl of HBSS, resuspended in FACS buffer, and stained with the indicated antibodies.

### Analysis of soluble CD137

Serum samples were collected from 7- to 9-wk-old *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^fl/fl^, and *Cre*^+^-*Tnfrsf9*^E7fl/fl^ males for analyzing the level of soluble CD137. Splenic T cells were isolated from 7- to 14-wk-old *Cre*^+^-*Tnfrsf9*^+/+^, *Cre*^+^-*Tnfrsf9*^fl/fl^, and *Cre*^+^-*Tnfrsf9*^E7fl/fl^ males using Pan T Cell Isolation Kit II (Miltenyi Biotec) according to the manufacturer’s instructions. Enriched T cells were then stained with anti-CD4, and CD4^+^ Foxp3 (GFP)^+^ Tregs were subsequently purified by FACS on a BD FACSAria II cell sorter. Foxp3^+^ Tregs (2 × 10^5^/well) were seeded in flat-bottom 96-well plates and cultured in the RPMI 1640 medium (Gibco) supplemented with 10% HyClone fetal bovine serum (Cytiva), 1% penicillin–streptomycin (Invitrogen), 55 µM β-mercaptoethanol, 1% MEM nonessential amino acids (Gibco), and 1% GlutaMAX (Gibco). Recombinant mouse IL-2 (20 ng/ml; R&D Systems) was added to the cultures. Cells were incubated for 96 h at 37°C in a humidified incubator with 5% CO_2_. The concentration of soluble CD137 was determined using the mouse 4-1BB/TNFRSF9 DuoSet ELISA kit (R&D Systems) according to the manufacturer’s instructions.

### Adoptive transfer studies

For *in vivo* CD8 T cell proliferation assay, splenocytes were isolated from 7- to 9-wk-old NOD.*Rag1*^*−/−*^.*NY8.3* mice and labeled with 5 mM CFSE (eBioscience) in HBSS at 37°C for 10 min. Cells were then washed with complete RPMI and resuspended in HBSS. The labeled cells (2.5 × 10^7^) were transferred into 7- to 9-wk-old male *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ mice. At 4 days after transfer, PLNs were harvested from the recipients for flow cytometry analysis. For T1D incidence study, splenocytes were isolated from 8- to 11-wk-old *Tnfsf9*^−/−^*Cre*^+^-*Tnfrsf9*^fl/fl^ or *Tnfsf9*^−/−^*Cre*^−^-*Tnfrsf9*^fl/fl^ females and 1 × 10^7^ cells were transferred into 5- to 8-wk-old sex-matched NOD.*Rag1*^−/−^ recipients. T1D development was monitored for 20 wk after transfer.

### Generation of MBMCs

BM cells were harvested from the tibias and femurs of 6- to 10-wk-old *Cre*^+^-*Tnfrsf9*^+/+^ (CD45.1^+^), *Cre*^+^-*Tnfrsf9*^fl/fl^ (CD45.1^+^), and NOD.CD45.2 females. T cells were depleted from BMs using anti-CD3e microbeads (Miltenyi Biotec). T cell–depleted NOD.CD45.2 BM cells were mixed with *Cre*^+^-*Tnfrsf9*^+/+^ or *Cre*^+^-*Tnfrsf9*^fl/fl^ BM cells at a 2:3–3:1 ratio, and a total of 5 × 10^6^ BM cells were infused into lethally irradiated (1,100 rads) 5- to 8-wk-old (NOD x NOD.CD45.2)F1 females. BM chimeras were analyzed at 8–9 wk after reconstitution.

### scRNA-seq library preparation and sequencing

For the scRNA-seq experiment, islet-infiltrating cells were isolated from four *Cre*^+^-*Tnfrsf9*^+/+^ and four *Cre*^+^-*Tnfrsf9*^fl/fl^ 7- to 10-wk-old females. Following isolation, cells from two mice of the same strain were pooled (Fig. S3). Next, cell pools were incubated with 5 µg/ml Fc block (anti-mouse CD16/CD32 clone 2.4G2, BioXCell). Each cell pool was then stained with anti-CD45.1, anti-CD4, and unique hashtag oligo (HTO)–conjugated antibodies (BioLegend TotalSeq-C) for 30 min at 4°C, washed, and passed through a 30-µm filter. All stained cells were combined and simultaneously sorted into CD45.1^+^CD4^+^ and CD45.1^+^CD4^−^ samples on a FACSAria III (BD Biosciences). About 12,000 cells were used to prepare individual sequencing libraries using the Chromium Next GEM Single Cell 5′ Reagent Kits version 2 (10X Genomics). Two and three sequencing libraries were respectively prepared for CD4 T cells and non-CD4 T cells. Libraries were quantified using KAPA Library Quantification Kit (Roche) and then sequenced at the University of Wisconsin Biotechnology Center using an Illumina NovaSeq 6000 S2 Reagent kit (100 cycles; Illumina) and NovaSeq Sequencing System (Illumina). Reads were demultiplexed and converted to gene–barcode matrices with mm10 as the reference transcriptome using the Cell Ranger (version 6.0.0) mkfastq and count functions, respectively. HTO-labeled cDNA was amplified separately from gene expression libraries and sequenced. HTO FASTQ files were processed using the Python tool CITE-seq-Count (version 1.4.4) to quantify antibody-derived tags and produce the corresponding feature–barcode count matrix. TCRα/β V(D)J libraries were generated using Chromium Single Cell V(D)J Enrichment Kit and sequenced. Raw FASTQ files were processed using the Cell Ranger V(D)J pipeline (version 6.0.0) to assemble contigs, annotate V, D, J gene usage, and identify productive clonotypes. The raw sequencing data are available at The National Center for Biotechnology Information Gene Expression Omnibus (GSE310947). For scRNA-seq analysis of wild-type and *Tnsrsf*9^−/−^ NOD mice, islet-infiltrating cells were isolated and pooled from six NOD.*Foxp3*-*eGFP* or six NOD.*Tnfrsf9*^−/−^.*Foxp3*-*eGFP* female mice (9–10 wk). Next, cell pools were incubated with 5 µg/ml Fc block (anti-mouse CD16/CD32 clone 2.4G2, BioXCell). Each cell pool was then stained with antibodies against CD45.1, CD4, CD8, CD19, and CD11b for 30 min at 4°C, washed, and passed through a 30-µm filter. CD8 T cells (CD45.1^+^CD8^+^CD4^−^CD19^−^CD11b^−^) and Foxp3^+^ Tregs (CD45.1^+^CD8^−^CD4^+^GFP^+^CD19^−^CD11b^−^) were sorted from each cell pool on a FACSAria III (BD Biosciences). Approximately 7,000 cells from each strain were used for library preparation using Chromium Single Cell 3′ version 2 Reagent Kits (10X Genomics). 

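After filtering, 2714 wild-type and 2915 knockout cells remained, against approximately 7000 cells per strain that went into the preparation. Lineage genes showed how far the sorted classes could be told apart by their counts. A *Cd8a* UMI was found in 95.2% of wild-type and 93.3% of knockout cells classed as CD8 T cells, and in 8.13% and 6.33% of Tregs. *Foxp3* was found in 12.6% of wild-type and 19.2% of knockout Tregs, and in 0.334% and 0.240% of CD8 T cells. *Cd4* was found in 59.0% and 56.4% of Tregs and *Il2ra* in 36.6% and 41.7%. *Foxp3* was thus missing from the counts of most cells sorted on its reporter, and Tregs were therefore classed by cluster and not by *Foxp3* alone. Marker lists of other cell types were checked in the same way. At least 2 genes of the list were found in 0.0368% of wild-type and 0.206% of knockout cells for B cells, 4.50% and 2.98% for myeloid cells, and 0.442% and 0.343% for NK cells. The shares were 0.590% and 1.48% for acinar cells, 0.737% and 0.755% for endocrine cells, 0.258% and 0.240% for endothelial or stromal cells, and 0 in both libraries for erythroid cells. The Scrublet doublet caller marked 4 cells in each library (0.147% and 0.137%), too few for a caller that works, and no cell was removed on its account. At least 2 UMIs of each lineage were found in 12 wild-type (0.442%) and 19 knockout cells (0.652%).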

Libraries were quantified using KAPA Library Quantification Kit (Roche) and then sequenced on an Illumina NextSeq using NextSeq 500/550 High Output Kit version 2 (150 cycles). The raw sequencing data are available at The National Center for Biotechnology Information Gene Expression Omnibus (GSE269611).

### scRNA-seq dataset analyses

Data analysis was performed in R (version 4.3.2) using the package Seurat (version 5.0.1) (Stuart et al., 2019). CD4 T cells and non-CD4 T cells were analyzed independently. All cells from the same genotype were combined for analysis. For quality control, cells with unique feature counts <200 or >5,000 or percentage of counts from mitochondrial genes >20% were removed. Based on hashtag data and function HTODemux, only cells determined as singlet were kept for downstream analysis. From TCR analysis, the resulting filtered_contig_annotations.csv files were imported into R, and information such as TRA, TRB, and CDR3 nucleotide sequences was incorporated with Seurat object as TCR metadata. A clonotype is defined by the paired TCRα and TCRβ chain V and J genes and CDR3 nucleotide sequences. The UMI count data were normalized using the SCTransform method (Hafemeister and Satija, 2019) to adjust for different sequencing depths between cells and variation from percentage of counts from mitochondrial genes. For CD4 T cells in the *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ dataset, we restricted the computational analysis to those with successful identification of both TCRα and TCRβ chains to facilitate subsequent combined examination of clonotype and differentiation statuses. Top 3,000 variable genes were selected and followed by principal components analysis to denoise the data in lower dimension. For CD4 T cells, top 10 PCs were used to perform clustering analysis with resolution parameter as 0.3 in the Louvain–Jaccard graph–based algorithm to identify distinctive cell populations. CD4 T cell subsets were determined based on canonical markers and cluster marker genes using the FindAllMarkers function, and the cell differentiation states were assigned according to our previous study (Ciecko et al., 2023). For Treg subclustering, top 10 PCs were used to perform clustering analysis with resolution parameter as 0.3 in the Louvain–Jaccard graph–based algorithm to identify distinctive cell clusters. Their differentiation states were defined based on cluster marker genes and gene module scores, calculated by the AddModuleScore function, using previously defined gene list (Collier et al., 2023; Miragaia et al., 2019; Sprouse et al., 2018). For non-CD4 T cells in the *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ dataset, top 20 PCs were used to perform clustering analysis with resolution parameter as 0.1 in the Louvain–Jaccard graph–based algorithm to identify distinctive cell clusters. CD8 T cell clusters were identified based on *Cd3d*, *Cd8a*, and *Cd8b1* expression (Fig. S3). Subsequently, we restricted the computational analysis of CD8 T cells to those with successful identification of both TCRα and TCRβ chains. For CD8 T cell subclustering, top 10 PCs were used to perform clustering analysis with resolution parameter as 0.6 in the Louvain–Jaccard graph–based algorithm. Their differentiation states were defined based on cluster marker genes and gene module scores using previously defined gene list (Collier et al., 2023; Giles et al., 2022). Heatmaps, violin plots, and UMAP plots were generated using DoHeatmap, VlnPlot, and DimPlot functions, respectively. Differential expression analysis between *Cre*^+^-*Tnfrsf9*^+/+^ (wild-type) and *Cre*^+^-*Tnfrsf9*^fl/fl^ (knockout) cluster cells was performed by the FindMarkers function. Pseudotime analysis was performed using Monocle 3 (Cao et al., 2019). To compare CD8 T cells and Foxp3^+^ Tregs from wild-type and CD137 globally deficient NOD mice with the *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ cell clusters, we integrated the datasets by performing canonical correlation analysis–based algorithm using the IntegrateData function in Seurat. Specifically, integration anchors were identified between the two datasets using the FindIntegrationAnchors function based on the first 30 PCs and considering five nearest neighbors for anchor identification. These anchors were used to generate a batch-corrected, shared transcriptional space by the IntegrateData function. The cluster identities from the wild-type and CD137 global knockout dataset were projected onto the *Cre*^+^-*Tnfrsf9*^+/+^ and *Cre*^+^-*Tnfrsf9*^fl/fl^ dataset using the TransferData function based on the transfer anchors computed by the FindTransferAnchors function in Seurat.

### Alternative splicing analysis

Wild-type Foxp3^+^ Treg sequencing reads obtained from the library prepared by the Chromium Single Cell 3′ version 2 Reagent Kits (10X Genomics) were used for analyzing *Tnfrsf9* alternative splicing (wild-type cells in Treg-0, Treg-1, Treg-2, and Treg-3 clusters in Fig. 5 D). Raw reads aligned to the *Tnfrsf9* region (chromosome 4:150920155–150946102, mm10) were extracted from the bam files generated by Cell Ranger. Next, we retained only reads that passed default inclusion criteria, such as cell barcode, UMI, and confident transcript assignment, to ensure that only reads contributing to the gene–cell count matrix were analyzed. For each read, we decomposed its alignment into exon-level structure by parsing the CIGAR string, segmenting it into contiguous alignment blocks, which correspond to different genomic regions mapped to the reference genome. These blocks represent either exonic segments or intron-spanning junctions depending on the splicing state of the transcript. By intersecting the genomic coordinate of each block with *Tnfrsf9* exon regions, we identified the specific exons to which each read mapped. After summarizing all UMIs within each cell, we determined the presence or absence of particular exon combinations on a per-cell basis, thereby inferring the targeted alternative splicing state in each cell (e.g., exons 6-7, 6-8, or 7-8 in *Tnfrsf9*). We have developed an R package, exonBlocks, to implement this analysis, and it is available at https://github.com/yuw444/exonBlocks.

### Statistical analysis

Statistical tests were performed in R (version 4.3.2) for scRNA-seq analyses and in GraphPad Prism 10 for other comparisons. An unpaired or a paired *t* test was used for comparison between two groups as indicated. One-way ANOVA followed by Tukey’s multiple comparisons test was used for comparing multiple groups. Adjusted P values were calculated using the Bonferroni correction for multiple comparisons of differentially expressed genes between two groups. A log-rank test was used for comparing T1D incidence between groups. A Wilcoxon signed rank test was used to compare the overall clonotype overlap across T cell clusters.

### Online supplemental material

Fig. S1 describes additional characterization of Cre^+^-*Tnfrsf9*^+/+^ and Cre^+^-*Tnfrsf9*^fl/fl^ mice, including histological analysis of various tissues and flow cytometry analysis of the spleen, PLN, and lacrimal and salivary glands. Fig. S2 describes the frequency and number of IGRP_206-214_-reactive CD8 T cells in the spleen and PLN, as well as the proliferation of adoptively transferred NY8.3 CD8 T cells in the PLN. Fig. S3 describes the study design and cell sorting strategy for scRNA-seq and scTCR-seq analyses, as well as the identification of CD8 T cell clusters. Fig. S4 describes the results from additional analyses of the scRNA-seq and scTCR-seq data, including differential gene expression, clonotype analysis, and *Sat1* expression in CD4 T cell clusters. Fig. S5 describes the results of *Tnfrsf9* alternative splicing and the pseudotime analysis of Treg cluster cells. Table S1 describes CD4 T cell cluster marker genes. Table S2 describes CD4 T cell differentially expressed genes between Cre^+^-*Tnfrsf9*^+/+^ and Cre^+^-*Tnfrsf9*^fl/fl^ mice. Table S3 describes CD8 T cell cluster marker genes. Table S4 describes Treg cluster marker genes.

## Supplementary Material

Table S1 shows CD4 T cell cluster marker genes.

Table S2 shows CD4 T cell wild-type versus KO DE genes.

Table S3 shows CD8 T cell cluster marker genes.

Table S4 shows Treg cluster marker genes.

## Data Availability

Requests for new mouse strains reported here and additional information regarding the study should be directed to and will be fulfilled by the corresponding author. The scRNA-seq and scTCR-seq data generated for this study are available at GEO under the accession number GSE269611. The R package, exonBlocks, generated for this study is available at https://github.com/yuw444/exonBlocks.

How the deposited data were processed for this re-analysis (not part of the article)

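The data are 2 droplet single-cell RNA libraries (Chromium 3′ version 2), 1 from NOD.*Foxp3*-*eGFP* mice (wild type) and 1 from NOD.*Tnfrsf9*-/-.*Foxp3*-*eGFP* mice (global knockout), each made from the pooled islets of 6 females. CD8 T cells and GFP+ Tregs were sorted by the authors and sequenced together in each library. The condition of each library was taken from its sample label and from the paper's methods. Libraries of the *Cre*+ mice and the T cell receptor sequences were not analysed here.

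The authors deposited counts: for each barcode that Cell Ranger called as a cell, the number of UMIs of each of 27998 genes, in a sparse matrix. The file header names Cell Ranger 7.0.0. The paper names mm10 (GRCm38) as the genome for the reads of the wild-type library in its splicing analysis and for its other single-cell dataset, and 27645 of the gene identifiers were matched to positions in GENCODE vM21, which uses the same build. Transcript lengths and GC content came from the same annotation. The paper's text does not say for these libraries whether reads in introns were counted. The deposited counts had not been normalized, and cells outside the paper's limits on genes and mitochondrial UMIs were still present.

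Cells with 200 to 5000 genes and at most 20% mitochondrial UMIs were kept, as in the paper's methods. In the wild-type library 65 cells had more than 5000 genes, 13 had fewer than 200 and 25 had more than 20% mitochondrial UMIs, and in the knockout library these were 55, 10 and 19. The kept cells held 17750269 wild-type and 17808848 knockout UMIs, with medians of 5011 and 4903 per cell. In R 4.3.3 with Seurat 5.3.0 and sctransform 0.4.2, both libraries were transformed together (SCTransform, version 1 flavor with the Poisson method, mitochondrial percentage regressed out, 3000 variable genes, *Tnfrsf9* left out) and clustered on 20 principal components at a resolution of 0.1. The version 2 flavor, which Seurat 5 uses by default, was not used. In the first clustering, cluster 0 was taken as Tregs and clusters 1 and 2 as CD8 T cells, because over 0.8 of the cells that could be assigned leaned to 1 lineage by their *Cd8a* and *Cd8b1* against *Cd4*, *Foxp3* and *Il2ra* UMIs. In cluster 3, led by proliferation genes, 262 cells leaned to CD8 and 266 to Tregs, and it was divided cell by cell, with 25 tied cells left out. Cluster 4 (20 cells) was left out because its CD3 genes (*Cd3d*, *Cd3e* and *Cd3g*) reached less than 0.5 of their CPM over all cells, a limit set after seeing the data. Each class was clustered again on 10 principal components, at a resolution of 0.6 for CD8 T cells and 0.3 for Tregs.

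Marker lists for subsets of CD8 T cells and Tregs hold the genes the paper's text names for a subset, and others added before the data were examined: the interferon list (*Isg15*, *Ifit1*, *Ifit3* and *Irf7*), *Top2a*, *Cdk1* and *Ube2c* for proliferation, the use of the proliferation list for Tregs, and *Cxcr6*, *Ccr8* and *Tbx21* for suppressive Tregs. A cluster was named after the list with the highest mean z score, if the score was at least 0.5, at least 3 of the list's markers had at least 20 UMIs, and the 10 leading genes by fold (pseudocount 20 CPM) held more markers of that list than of any other. The last condition was set after the clusters were seen. The names end in "-like", and since they were rebuilt here they need not mark the same cells as the clusters of the paper. Doublets were searched for with Scrublet in scanpy 1.11.5, which called too few to be of use, and none were removed in the results given.

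No test was made, since each genotype has 1 library. UMIs were summed per library and class and given as CPM with exact Poisson intervals, shares of cells with exact binomial (Clopper-Pearson) intervals, differences of shares with Newcombe intervals, and log2 ratios of the knockout over the wild type with exact conditional intervals, all at 95%. A count of 0 was replaced by 0.5 in a log2 ratio. Medians of marker lists, over genes with at least 20 UMIs, have intervals from 2000 Poisson resamples, and each was set against 10000 random lists drawn from the 100 genes nearest in mean expression to each member. These intervals cover counting error only and not the spread between mice. To compare shares of cells with a UMI, each cell was thinned to 2000 UMIs. A trend of log2 ratios on transcript length and GC content was estimated by loess. The interval and list steps were tested on simulated libraries with the UMI totals of all kept knockout and wild-type cells, in which 200 genes were changed. Over 9089 genes, 95.4% of the intervals held the true ratio, and 100% of the changed genes were found in the right direction, with a median absolute error of 0.05 on the log2 scale. The simulated counts were Poisson draws, the model behind the intervals. Each changed gene had at least 200 UMIs and a log2 ratio of 1 up or down. The simulation thus checks the computation, and not smaller changes or UMIs that pile up in a few cells. A simulated length trend with a Spearman rho of 0.889 fell to 0.00449 after removal, over 9076 genes. Other tools were Matrix 1.6.5, edgeR 4.0.16 (for TMM factors of the class sums only), Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

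The genes named in the text follow a rule set before the data were examined: every gene the paper's text names for a CD8 or Treg cluster that bears on a claim, the genes added to these lists, the genes it names as different between *Cre*+-*Tnfrsf9*+/+ and *Cre*+-*Tnfrsf9* fl/fl Tregs, *Tnfrsf9* and *Tnfsf9*, and for each class the 5 largest rises and the 5 largest falls among genes with at least 200 UMIs. Genes that describe a cluster or a kind of cell are named besides, and 1 gene of the marker lists is not reported here. The marker lists for cell types were also set before, and a list of 8 plasma cell genes was written after *Jchain* had been seen among the largest rises.

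The alternatives set before the data were examined were a stricter filter on cells (500 to 4000 genes, at most 10% mitochondrial UMIs), log-normalization in place of SCTransform, 20 principal components for the subsets, resolutions of 1.0 and 0.6 or 0.4 and 0.2, thinning before clustering, alignment of the libraries by canonical correlation analysis (30 components, 5 neighbors), removal of the cells called by Scrublet, classes taken from the lineage UMIs of each cell, proliferating cells left out, *Tnfrsf9* kept, subsets assigned cell by cell, CPM without mitochondrial and ribosomal protein genes, TMM factors, at least 100 UMIs per list gene, equal weight for every cell, and thinning of each cell for the share with a *Tnfrsf9* UMI. Added after seeing the data were removal of the 163 wild-type and 175 knockout cells with the highest Scrublet scores, shares among cells that are not naïve-like, and removal of the length and GC trend. The splicing of exon 7 needs reads and was not analysed here. The supplementary gene tables were held only in part, and no overlap with them was computed.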

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

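The tests in this part were chosen after the result they bear on had been seen. No difference between the 2 classes of cells was tested across mice, since each genotype has 1 library.

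Of the 49 marker genes in the CD8 and Treg lists that had enough UMIs in both classes, 9 changed in opposite directions in CD8 T cells and in Tregs, each beyond counting error, and the difference between the classes was not tested. The log2 ratio of the knockout over the wild type was 1.33 in CD8 T cells and −0.21 in Tregs for *Ccr7*, −0.28 and 0.34 for *Itgb1*, −0.27 and 0.91 for *Mki67*, and −0.45 and 0.50 for *Top2a*. It was −0.55 and 0.17 for *Tox*, 0.76 and −0.42 for *Itgae*, 0.74 and −0.17 for *Cd83*, 0.53 and −0.13 for *Rgs10*, and 0.29 and −0.34 for *Isg15*. After a trend of the ratios on transcript length and GC content was removed in each class, 5 of the 9 genes (*Itgb1*, *Mki67*, *Top2a*, *Itgae* and *Isg15*) were still opposite beyond counting error, which argues against the trend as their cause. For the other 4 the ratio in Tregs then lay within counting error (−0.13 for *Ccr7*, 0.03 for *Tox*, −0.13 for *Cd83* and −0.05 for *Rgs10*), so the trend and a change of the gene cannot be told apart there. After each cell was thinned, 5 genes (*Itgb1*, *Top2a*, *Tox*, *Itgae* and *Rgs10*) were opposite beyond counting error, which argues against the larger weight of deep cells as their cause. Thinning keeps the share of each gene within a cell, so it cannot exclude another effect of depth. For *Ccr7*, *Mki67*, *Cd83* and *Isg15*, 4 genes with fewer UMIs left, at least 1 ratio then lay within counting error (for *Cd83* in CD8 T cells 0.07, −1.03 to 1.21), and this stays open. When both libraries were given the wild-type cluster shares, 3 genes (*Itgb1*, *Mki67* and *Top2a*) changed alike in both classes, so for these a change in the shares of the clusters may account for the opposite directions. Another 3 (*Tox*, *Itgae* and *Rgs10*) were still opposite beyond counting error, which argues against the cluster shares as the whole cause. For the remaining 3 (*Ccr7*, *Cd83* and *Isg15*) at least 1 of the ratios then lay within counting error. The ratio of *Ccr7* in CD8 T cells fell to 0.09 (−0.13 to 0.30), so the cluster shares may account for its rise there. As *Ccr7* is itself a marker of the naïve-like clusters, this is no independent test. In Tregs its ratio stayed at −0.39 (−0.57 to −0.21). For *Cd83* and *Isg15* a change in shares and a change within clusters cannot be told apart at these counts. A biological difference between CD8 T cells and Tregs without CD137 remains open and untested.

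A cluster of 20 cells, 10 in each library, was led by *Tyrobp*, *H2-Aa* and *Siglech* and lay outside the T cells the paper discusses. Of these cells, 11 (4 wild-type and 7 knockout) had no more than 2 CD3 UMIs, at a median of 8793 UMIs per cell, and all 11 had a *Siglech* UMI. Pairs of a T cell and another cell in 1 droplet are argued against for them, since a T cell would bring CD3 UMIs, of which T cells had a median of 17. The other 9 (6 wild-type and 3 knockout) had a median of 24 CD3 UMIs and of 14590 UMIs per cell, so they may be such pairs. The cells of the cluster were left out of both classes, and with equal numbers in the libraries no difference between the genotypes was seen.

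Knockout Tregs held 2723 *Slpi* UMIs, a gene the paper does not discuss, which made its log2 ratio of 7.86 the largest rise of Tregs. Next came *Mzb1* (2.81), *H2-Aa* (2.77), *Jchain* (2.67) and *Gm43291* (2.58). Of the *Slpi* UMIs of knockout Tregs, 97.4% lay in the 3 cells with at least 20 *Jchain* UMIs, and 2 of these held 1812 and 838. Free RNA is argued against as the source of the rise, since 2.64% of the UMIs lay outside these cells. The knockout Tregs contained 3 such cells and the wild-type Tregs 1, with another in knockout CD8 T cells. They had 0 to 3 CD3 UMIs, against medians of 16 in Tregs and 18 in CD8 T cells, and from 5 to 8 of the 8 plasma cell genes. Of the 8 genes, 1 (*Xbp1*) was found in at least 5% of the other Tregs. A few plasma cells that passed the sort are a candidate explanation. Without these cells the log2 ratio was 0.27 for *Jchain* and 0.38 for *Gm43291*, but still 2.68 for *Mzb1* and 2.87 for *Slpi*, whose UMIs were then 11 in the wild type and 72 in the knockout. Outside these cells 4.02% of knockout Tregs had a *Slpi* UMI (66 of 1641, median depth 4282) and 4.65% of knockout CD8 T cells (58 of 1247, median depth 5253), a like share in both classes. In the wild type, where the cell rich in *Jchain* held 2 *Slpi* UMIs, the shares differed, with 0.446% of Tregs (0.193 to 0.877%) and 2.34% of CD8 T cells (1.45 to 3.56%). The rich knockout Tregs held 2464 *Jchain* UMIs beside 2651 of *Slpi*, but outside them *Jchain* did not rise beyond counting error (63 and 68 UMIs, −0.25 to 0.79). For the *Slpi* UMIs outside the rich cells, free RNA and expression by the T cells themselves therefore cannot be told apart, since the level the cells make on their own is not known. *Gm43291*, listed as *Gm30211* in GENCODE vM21, is a long noncoding RNA gene on the plus strand of chromosome 6 (70719074 to 70740554) that spans *Igkc* (70726435 to 70726966, same strand), and *Igkc* is not among the genes that were counted.

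Knockout Tregs still held 1025 *Tnfrsf9* UMIs, which the paper does not report. Free RNA is argued against as their source: after thinning, 2.06% of knockout naïve-like CD8 T cells had a *Tnfrsf9* UMI, against 28.7% of knockout suppressive-like Tregs (42.7% unthinned). Barcodes shared between the libraries are argued against, since the 16 barcodes found in both held 0.538% of the *Tnfrsf9* UMIs of the knockout library (7 of 1302). Wild-type cells mixed into the pool would be as rich in *Tnfrsf9* as wild-type cells, but 12.3% (8.42 to 17.2%) of the positive knockout suppressive-like Tregs had at least 5 UMIs, against 33.1% (28.9 to 37.4%) in the wild type. In the knockout, suppressive-like Tregs had 4.09 times the *Tnfrsf9* CPM of naïve-like Tregs, and in the wild type 8.80 times. A transcript still made from the altered gene, in the kinds of cells that express it in the wild type, may be the source. Which part of the gene such a transcript covers cannot be read from counts per gene, and no test of protein is included.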

How the results depend on the processing

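The removal of cells with the highest Scrublet scores, the shares among cells that are not naïve-like and the removal of the length and GC trend were chosen after the data had been seen, and the other alternatives before. The alternatives gave 115 values for the 12 results, of which 93 lay within the counting interval of the value reported, 20 lay outside it, closer to 0 or farther from it, with the direction kept, and 2 reversed. No paired analysis was possible because the groups share 1 replicate number and the results come from no test.

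The *Tox*+ effector-like share was higher in the knockout, by 4.63 percentage points, when naïve-like cells were left out of the denominator. This difference lay within counting error (−0.325 to 9.60). The other 13 alternatives for this share kept the direction, and the change in denominator is the only step in the alternative that reversed. The suppressive-like share reversed under log-normalization, to 0.130 percentage points. The cluster of that name then held 0.692% of wild-type and 0.822% of knockout Tregs, too few to decide the direction. The other 13 alternatives for this share were lower in the knockout, down to −13.8.

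Assigning subsets cell by cell gave differences of 18.6 percentage points for naïve-like, −9.56 for proliferating-like and −10.6 for *Tox*+ effector-like CD8 T cells, and −5.72 for suppressive-like and 7.80 for naïve-like Tregs. Leaving out proliferating cells moved the *Tox*+ effector-like difference to −11.2. The suppressive-like difference moved to −7.86 at resolution 0.2, to −6.69 after canonical correlation alignment and to −6.85 without naïve-like Tregs. The cause was not tested for any of these.

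With classes taken from each cell, the *Tnfrsf9* ratio in Tregs moved to −1.37, the suppressive list to −0.17 and the share of wild-type Tregs with a *Tnfrsf9* UMI to 56.6%. Thinning moved that share to 33.0%, through fewer UMIs per cell. Equal weight for every cell moved the naïve list to 1.24, the proliferation list to −1.33 and the *Tox*+ effector list to −0.83. Removing the length and GC trend moved the naïve list to 1.30 and the *Tox*+ effector list to −0.66, which also moved to −0.71 under the stricter filter and to −0.66 with TMM factors. Apart from the thinned share, the cause was not tested.

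Over all alternatives the naïve-like CD8 difference ranged from 18.6 to 32.2 percentage points, the proliferating-like from −13.0 to −9.56, and the *Tnfrsf9* ratio in CD8 T cells from −1.81 to −1.62. Under 7 settings no cluster was named naïve-like among Tregs, so that share has no value there: the stricter filter, log-normalization, both other resolutions, thinning before clustering, the alignment, and classes from each cell. Other scalings moved the median of all genes by less than 0.1 on the log2 scale. The depth limits what single cells show: *Foxp3* was found in a minority of Tregs, so a share of cells with a UMI lies below the share of cells that express the gene.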

Differences from the paper's values

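The clusters of the paper were projected from its *Cre*+ dataset and those used here were rebuilt, so the populations and denominators compared are not the same. The values of the paper were read by eye.

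The proliferating cluster in wild-type CD8 T cells is about 8.5% in Fig. S4 F, read by eye, of the CD8 T cells in the clusters of the paper. The proliferating-like cluster held 19.5% of the 897 cells classed here, and none of the alternatives set before the data were examined closed the gap. In the knockout the value of the paper is about 3.4% in Fig. S4 F, read by eye, and the value here was 6.65% of 1248 cells. Of the alternatives set before the data were examined, the stricter filter on cells closed this gap, with 4.04%, and none of the others did.

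The share of wild-type Treg-1 (naïve) cells with *Tnfrsf9* is about 44% in Fig. S5 A, read by eye, of all cells of that cluster. Here 13.8% of 340 naïve-like wild-type Tregs had a *Tnfrsf9* UMI. Of the alternatives set before the data were examined, thinning was computed for this subset, and with 9.45% of 307 cells it did not close the gap. The numbers of all cells printed under the bars of Fig. S5 A add up to about 870 wild-type Tregs, read by eye, over its 4 clusters, and 1795 wild-type Tregs were classed here. None of the alternatives set before the data were examined closed the gap: classes taken from each cell gave 205 wild-type Tregs, and the others from 1633 to 1798.

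The paper states that CD8 T cells without CD137 are skewed away from the *Tox*+ terminally differentiated state. Over all CD8 T cells the *Tox*+ effector-like share was lower in the knockout. Among cells that are not naïve-like, an alternative chosen after seeing the values, it was 28.6% in the wild type and 33.2% in the knockout. That difference of 4.63 percentage points lay within counting error (−0.325 to 9.60). In the same cells the *Tox*+ effector marker list had a median log2 ratio of −0.18, with 9 of 13 genes lower in the knockout.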

Other observations

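In this part, thinning against the length trend and the search for cells rich in *H2-Aa* were set before their results were seen. So were thinning, alignment and assignment cell by cell for the naïve-like share. All other tests were chosen after the result they bear on had been seen.

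The higher naïve-like share of knockout CD8 T cells may come from the clustering. A difference in UMIs per cell is argued against, since the difference was 31.4 percentage points after each cell was thinned before clustering. A library effect that splits like cells into separate clusters is argued against by the 27.9 percentage points after alignment of the libraries. Assigning each cell to a marker list without clusters gave 18.6 percentage points, outside the counting interval of 27.6 to 35.2. The direction was kept, but how much of the size depends on the clustering stays open. What also stays open is a difference between the 2 pools of mice that has nothing to do with CD137. With 1 library per genotype it is not excluded. A biological effect of the knockout also stays open and remains a hypothesis.

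A larger naïve-like share lowers every other share, so the shares were taken again among cells that are not naïve-like. The *Tox*+ effector-like difference then was 4.63 percentage points (−0.325 to 9.60), so its fall over all CD8 T cells may come from the denominator alone. The proliferating-like difference was still −10.7 (−14.7 to −6.47) and the suppressive-like difference in Tregs still −6.85 (−10.7 to −2.98), which argues against the denominator as the whole cause of these shares. The suppressive marker list in the same Tregs had a median log2 ratio of 0.01, with 4 genes higher and 4 lower, which decides nothing either way. In these remaining Tregs the interferon-like share was 13.3% in the wild type and 19.5% in the knockout, whereas summed over all Tregs *Isg15* (−0.34), *Irf7* (−0.55), *Ifit1* (−0.68) and *Ifit3* (−0.83) were lower in the knockout.

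*Mki67* (0.91) and *Top2a* (0.50) were higher in knockout Tregs while *Cdk1* (−0.23) and *Ube2c* (−0.51) were lower. The trend on transcript length and GC content over all genes is argued against as the whole cause. After its removal the log2 ratios were 0.65 for *Mki67*, 0.29 for *Top2a*, −0.36 for *Cdk1* and −0.41 for *Ube2c*. *Mki67* and *Ube2c*, the genes farthest apart, then differed by 1.05, and by 1.42 before. Among other cell cycle genes the Spearman rho in Tregs was 0.566 with length and −0.548 with GC content. Over all genes it was 0.395 and −0.411, so a stronger trend among cell cycle genes, which was not removed, stays open. Over 74 of the other 92 cell cycle genes that Seurat lists, the ratios in CD8 T cells and in Tregs had a Spearman rho of 0.503, where genes are not independent replicates. As rho over all genes was 0.63, the classes share the libraries, and a change in the cell cycle of knockout Tregs alone cannot be told apart from what the libraries share. The 5 proliferation genes were all lower in CD8 T cells relative to Tregs, with a median difference of −1.09 and a range of −1.18 to −0.86.

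In both classes the log2 ratio rose with transcript length, with a Spearman rho across genes of 0.402 in CD8 T cells and 0.395 in Tregs, and fell with GC content (−0.269 and −0.411). In Tregs the tenth of genes with the longest transcripts, 6962 bases or more, had a median of 0.25 and the tenth with the shortest, up to 1351 bases, a median of −0.09. After each cell was thinned, rho was 0.350 in Tregs and 0.329 in CD8 T cells, which argues against the larger weight of deep cells as the cause. Apart from sampling, thinning keeps the share of each gene within a cell, so it cannot exclude another effect of depth. Median UMIs per cell in the wild type and the knockout were 4281 and 4284 in Tregs, and 6060 and 5253 in CD8 T cells. A difference in library preparation between the genotypes was not tested, as each has 1 library. The ratios of all genes correlated between the classes (Pearson's r 0.62 and Spearman's rho 0.63 over 6902 genes, which are not independent), and the 2 classes of a genotype share 1 library.

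Among genes with at least 200 UMIs (7030 in CD8 T cells, 7954 in Tregs), the largest rises in knockout CD8 T cells were those of *Gm43291* (3.73), *Jchain* (3.68), *Ifngr2* (2.25), *Plaur* (1.98) and *Gm20696* (1.89). In 1 knockout cell lay 89.5% of the *Gm43291* and 86.0% of the *Jchain* UMIs, and without it these log2 ratios were 0.49 and 0.84 (−0.06 to 1.80). The largest falls were those of *Penk* (−2.25), *Ppp2r2c* (−2.13), *Prss2* (−2.09), *Gzmk* (−1.96) and *A930011G23Rik* (−1.90). In Tregs the largest falls were those of *Xcl1* (−1.63), *Tnfrsf9* (−1.60), *Axl* (−1.32), *Lilrb4a* (−1.30) and *Ly6a* (−1.11).

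*Prss2*, a gene of pancreatic acinar cells, fell from 392 UMIs in wild-type to 106 in knockout CD8 T cells, while Tregs of the same libraries held 58 and 51. Free RNA of acinar cells could explain this only if other acinar markers fell too, but their log2 ratio in CD8 T cells was 0.27 (−0.13 to 0.68), which argues against it. Cluster 6, which is smaller in the knockout, held 98 of the wild-type and 7 of the knockout UMIs, and the other clusters held 294 and 99 (46.8 and 12.6 CPM), so most of the fall lay outside it. A *Prss2* UMI was found in 5.13% of wild-type and 2.40% of knockout CD8 T cells. Whether these cells transcribe the region themselves was not tested, and the source of the UMIs stays open.

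*H2-Aa* rose in knockout Tregs (2.77), and 93.0% of its UMIs there (292 of 314) lay in 6 cells with at least 5 of them, the highest with 198. Of these cells 4 had no more than 2 CD3 UMIs, 5 had a *Cd79a* UMI and 2 an *Ms4a1* UMI. A few B cells among the Tregs are a candidate explanation.

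Genes near *Tnfrsf9* could differ if the knockout carries a flanking segment from another strain. In Tregs the median absolute log2 ratio of 112 genes within 10 Mb was 0.204 against 0.176 elsewhere, at percentile 77.5 of random lists. In CD8 T cells it was 0.265 over 92 genes against 0.273, at percentile 34.8. This argues against such a segment as a source of large differences across the region, and does not exclude single variants.

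The genes the paper names as different between *Cre*+-*Tnfrsf9*+/+ and *Cre*+-*Tnfrsf9* fl/fl Tregs were looked up in the global knockout, another strain. *Tnfrsf4* (−0.42) and *Lag3* (−0.57) were lower in knockout Tregs, *Lef1* (0.40), *Klf2* (0.71), *Dnaja1* (0.46) and *Ifngr1* (0.22) were higher, and *Sat1* (−0.07, −0.16 to 0.01) lay within counting error. *Tnfsf9*, which encodes the ligand of CD137, had 36 UMIs in CD8 T cells of each library, and 67 in wild-type and 45 in knockout Tregs. Of the other CD8 markers, *Il7r* (1.16), *Gzma* (1.04), *Klf2* (1.00), *Irf4* (0.57), *Tcf7* (0.48), *Slamf6* (0.47) and *Nfkb1* (0.32) were higher in the knockout, *Egr2* (−0.54) was lower, and *Nfkb2* (−0.01) and *Nr4a1* (−0.26) lay within counting error. Of the other Treg markers, *S1pr1* (0.83), *Tbc1d4* (0.66), and *Nt5e* (0.21) were higher, *Bhlhe40* (−0.45) and *S100a10* (−0.10) were lower, and *Tcf7* (0.11) lay within counting error. No explanation of these values was tested.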
